# Next-generation sequencing facilitates quantitative analysis of wild-type and *Nrl^−/−^* retinal transcriptomes

**Published:** 2011-11-23

**Authors:** Matthew J. Brooks, Harsha K. Rajasimha, Jerome E. Roger, Anand Swaroop

## Abstract

**Purpose:**

Next-generation sequencing (NGS) has revolutionized systems-based analysis of cellular pathways. The goals of this study are to compare NGS-derived retinal transcriptome profiling (RNA-seq) to microarray and quantitative reverse transcription polymerase chain reaction (qRT–PCR) methods and to evaluate protocols for optimal high-throughput data analysis.

**Methods:**

Retinal mRNA profiles of 21-day-old wild-type (WT) and neural retina leucine zipper knockout (*Nrl^−/−^*) mice were generated by deep sequencing, in triplicate, using Illumina GAIIx. The sequence reads that passed quality filters were analyzed at the transcript isoform level with two methods: Burrows–Wheeler Aligner (BWA) followed by ANOVA (ANOVA) and TopHat followed by Cufflinks. qRT–PCR validation was performed using TaqMan and SYBR Green assays.

**Results:**

Using an optimized data analysis workflow, we mapped about 30 million sequence reads per sample to the mouse genome (build mm9) and identified 16,014 transcripts in the retinas of WT and *Nrl^−/−^* mice with BWA workflow and 34,115 transcripts with TopHat workflow. RNA-seq data confirmed stable expression of 25 known housekeeping genes, and 12 of these were validated with qRT–PCR. RNA-seq data had a linear relationship with qRT–PCR for more than four orders of magnitude and a goodness of fit (R^2^) of 0.8798. Approximately 10% of the transcripts showed differential expression between the WT and *Nrl^−/−^* retina, with a fold change ≥1.5 and p value <0.05. Altered expression of 25 genes was confirmed with qRT–PCR, demonstrating the high degree of sensitivity of the RNA-seq method. Hierarchical clustering of differentially expressed genes uncovered several as yet uncharacterized genes that may contribute to retinal function. Data analysis with BWA and TopHat workflows revealed a significant overlap yet provided complementary insights in transcriptome profiling.

**Conclusions:**

Our study represents the first detailed analysis of retinal transcriptomes, with biologic replicates, generated by RNA-seq technology. The optimized data analysis workflows reported here should provide a framework for comparative investigations of expression profiles. Our results show that NGS offers a comprehensive and more accurate quantitative and qualitative evaluation of mRNA content within a cell or tissue. We conclude that RNA-seq based transcriptome characterization would expedite genetic network analyses and permit the dissection of complex biologic functions.

## Introduction

Next-generation sequencing (NGS) technology has launched a new era of enormous potential and applications in genomic and transcriptomic analyses [1-3]. With continued cost reductions and improved analytical methods, NGS has begun to have a direct impact on biomedical discovery and clinical outcome [4-6]. NGS has enabled “meta-genomic” studies to survey the genomes of organisms in a particular ecosystem [7], and decode the entire genomes of species ranging from bacteria [8,9] and viruses [10] to humans [11]. Whole-genome sequencing has made it possible to investigate genetic variations [12], global DNA methylation [13], and in vivo analysis of targets of DNA-binding proteins [14,15]. Deep sequencing of RNA with NGS (called “RNA-seq”) allows a comprehensive evaluation and quantification of all subtypes of RNA molecules expressed in a cell or tissue [16]. RNA-seq technology can detect transcripts expressed at low levels [17] and permit the identification of unannotated transcripts and new spliced isoforms [16,18]. The issues related to cross-hybridization and detection levels that limit the accuracy of gene expression estimates by microarray technology are not relevant to the data obtained with RNA-seq [19]. Visualization of mapped sequence reads spanning the splice junctions can also reveal novel splice forms of annotated genes in the mouse retina, which was not possible with earlier hybridization-based technologies. With a steady reduction in the costs of NGS, RNA-seq is now emerging as a method of choice for comprehensive transcriptome profiling.

The vertebrate retina exhibits a highly organized laminar structure that captures, integrates, and transmits visual information to the brain for further processing. Photoreceptors constitute more than 70% of the retinal cells and convert light into electrical signals [20]. Rod photoreceptors mediate dim light vision and can detect a single photon of light, while cone photoreceptors are responsible for daylight vision, color perception, and visual acuity [21,22]. Impairment of photoreceptor function leads to retinal degeneration with a more common pattern of rod death preceding the death of cones [23-25]. The neural retina leucine zipper (*Nrl*) gene encodes a basic-motif leucine zipper transcription factor necessary for determining rod photoreceptor cell fate and functional maintenance [26]. The *Nrl^−/−^* mouse, generated by creating a loss of function mutation in *Nrl*, has a cone-only retina that serves as a useful model for studies of cone biology [26-28].

Several previous investigations have elucidated the gene expression landscape specific to whole retina or retinal cell types and during development or aging. Serial analysis of gene expression [29-31] and cDNA eye gene arrays [32-36] were initially used to determine signatures of retinal gene expression. Oligonucleotide microarrays have since allowed a more comprehensive approach to expression profiling [37-41]. Microarray analyses of flow-sorted photoreceptors and single cells from dissociated retinas [42-44] have begun to reveal new insights into regulatory networks. Application of NGS technology greatly expands the power of expression profiling by identifying all transcripts and spliced isoforms in the tissue or cell type of interest.

Here, we have used the power of NGS-based RNA-seq analysis to investigate in depth the transcriptome of wild-type (WT) and *Nrl^−/−^* retinas and identified a set of differentially expressed genes and spliced isoforms. We have also taken advantage of the knowledge about *Nrl^−/−^* mice to optimize workflows for data analysis and compared our results with those obtained with microarray methods and quantitative reverse transcription polymerase chain reaction (qRT–PCR) analysis. Our studies illustrate that RNA-seq offers a more complete, accurate, and relatively faster approach for comparative and comprehensive analysis of retinal transcriptomes and for discovering novel transcribed sequences. Our validated data analysis workflow should also be beneficial for similar studies by other investigators. Raw data and workflow are available on the N-NRL/NEI website.

## Methods

### Animals and tissue collection

All investigations on mice were approved by the Animal Care and Use Committee of the National Eye Institute and followed the tenets of the Declaration of Helsinki. C57Bl/6J (referred to as wild type, WT) and *Nrl^−/−^* (on C57Bl/6J background [26]) mice were euthanized with CO_2_ inhalation. The retinas were excised rapidly, frozen on dry ice, and stored at −80 °C.

### RNA isolation

Fresh frozen mouse retinas were lysed with a mortar and pestle in TRIzol Reagent, and total RNA was isolated according to the manufacturer’s protocol (Invitrogen, Carlsbad, CA). RNA quality and quantity were assessed with the RNA 6000 Nano Kit (Agilent, Santa Clara, CA).

### NGS library construction

Whole retinal RNA samples were independently processed from three wild-type and three *Nrl^−/−^* mice at P21. Total RNA (1 μg) was used with the TruSeq mRNA-seq Sample Preparation Kit (Illumina, San Diego, CA) to construct cDNA libraries. The quality of the libraries was verified using the DNA-1000 Kit (Agilent) and quantitation performed with qRT–PCR using ABI 7900HT (Life Technologies, Carlsbad, CA), as suggested in the Sequencing Library qRT–PCR Quantification Guide (Illumina). Gene Expression Master Mix (Life Technologies) was used for the qRT–PCR reactions, and a titration of phiX control libraries was employed as the quantification standard.

### Illumina sequencing

Each cDNA library (10 pM) was independently loaded into one flow cell lane, and single-read cluster generation proceeded using the TruSeq SR Cluster Generation Kit v5 (Illumina). Sequencing-by-synthesis (SBS) of 70-nucleotide length was performed on a Genome Analyzer IIx running SCS2.8 software using SBS v4 reagents (Illumina). Base calling and chastity filtering were performed using RTA (real-time analysis with SCS2.8).

### Burrows–Wheeler transform-based short read aligner analysis workflow

Burrows–Wheeler Transform Aligner (BWA) [45] was used to align RNA-seq reads against the mouse reference genome (build mm9), downloaded and indexed from the University of California Santa Cruz (UCSC) genome browser database [46]. The resulting sequence alignment/map files were imported into Partek Genomics Suite (Partek Inc., St. Louis, MO) to compute raw and fragments per kilobase of exon model per million mapped (FPKM) reads normalized expression values of the transcript isoforms defined in the UCSC refFlat file. A stringent filtering criterion of FPKM value 1.0 (equivalent to one transcript per cell [16]) in at least one out of six samples was used to obtain expressed transcripts. The FPKM values of the filtered transcripts were log-transformed using log2 (FPKM+offset) with an offset=1.0. ANOVA (ANOVA) was then performed on the log-transformed data of the two groups (WT and *Nrl^−/−^*) to generate fold change and p values for each transcript. Y-chromosome transcripts were filtered out along with non-coding (nc) RNAs, mitochondrial DNA coded genes, pseudogenes, and predicted protein-coding genes. Differentially expressed mRNA isoforms were filtered for a fold change cutoff of 1.5 and p-value cutoff of 0.05. These criteria were implemented to enable a comparison with previous expression studies. Hierarchical clustering was performed using Cluster 3.0 software [47]. We used uncentered correlation as the distance metric. Heatmaps and dendrograms were generated using JavaTreeView software [48]. Aligned reads were visualized using the Integrated Genomics Viewer (IGV) [49].

### TopHat/Cufflinks-based analysis workflow

Raw reads that passed the chastity filter threshold were mapped using TopHat [50] to identify known and novel splice junctions and to generate read alignments for each sample. Genomic annotations were obtained from Ensembl in gene transfer format (GTF). Splice junctions from the six samples were combined into a master junctions file that was used as an input file for the second iteration of TopHat mapping. The transcript isoform level and gene level counts were calculated and FPKM normalized using Cufflinks. An FPKM filtering cutoff of 1.0 in at least one of the six samples was used to determine expressed transcripts. Differential transcript expression was then computed using Cuffdiff. The resulting lists of differentially expressed isoforms were filtered and sorted into the following categories: protein coding mRNA transcripts and ncRNA transcripts.

### qRT–PCR analysis

Reverse transcription (RT) reactions were performed using oligo(dT)20 with SuperScript II reagents (Life Technologies) according to the manufacturer’s protocol. cDNA synthesized from 2 μg of total RNA (1 μg for minus RT controls) was diluted to 100 μl (fivefold dilution), and from this 1 μl was used for each qRT–PCR reaction. The qRT–PCR reactions were performed in triplicate for TaqMan assays or in duplicate for the SYBR assays, using three biologic replicates per genotype, on a 7900HT Genetic Analyzer (Life Technologies). TaqMan assays were performed using TaqMan Gene Expression Master Mix and TaqMan Gene Expression Assays (Life Technologies) for genes listed in Table 1. The SYBR Green assays (Table 2) were performed using Power SYBR Green Master Mix (Life Technologies) and oligonucleotides at a final concentration of 200 nM. Oligonucleotides were designed using the Primer3 PCR Primer Design Tool [51] and synthesized by Integrated DNA Technologies (Coralville, IA). To eliminate complications due to contaminating genomic DNA in the RNA samples, qRT–PCR reactions were also performed with minus-RT control, using hypoxanthine guanine phosphoribosyl transferase (*Hprt*) primer pairs that can differentiate between mRNA and genomic DNA (data not shown). Differential expression analysis was performed using the ddCt method [52], with the geometric average of actin, beta (*ActB*) and *Hprt* as the endogenous controls [53].

**Table 1:** TaqMan assays employed for qRT–PCR validation

**TaqMan assay ID**	**Gene symbol**	**Gene name**
Mm00607939_s1	Actb	actin, b
Mm00504628_m1	Arr3	arrestin 3, retinal
Mm00437764_m1	B2m	b-2 microglobulin
Mm00474799_m1	Cadm3	cell adhesion molecule 3
Mm00432322_m1	Casp7	caspase 7
Mm00833234_m1	Cnga1	cyclic nucleotide gated channel a 1
Mm00489232_m1	Cngb3	cyclic nucleotide gated channel b 3
Mm00656724_m1	Egr1	early growth response 1
Mm00442411_m1	Esrrb	estrogen related receptor, b
Mm00438796_m1	Eya1	eyes absent 1 homolog (Drosophila)
Mm00445225_m1	Fabp7	fatty acid binding protein 7, brain
Mm99999915_g1	Gapdh	glyceraldehyde-3-phosphate dehydrogenase
Mm00492388_g1	Gnat1	guanine nucleotide binding protein, a transducing 1
Mm00492394_m1	Gnat2	guanine nucleotide binding protein, a transducing 2
Mm01197698_m1	Gusb	glucuronidase, b
Mm01318747_g1	Hprt1	hypoxanthine guanine phosphoribosyl transferase 1
Mm00833431_g1	Hsp90ab1	heat shock protein 90 kDa a, class B member 1
Mm01340839_m1	Mef2c	myocyte enhancer factor 2C
Mm00443299_m1	Nr2e3	nuclear receptor subfamily 2, group E, member 3
Mm00476550_m1	Nrl	neural retina leucine zipper gene
Mm00524018_m1	Nxnl1	nucleoredoxin-like 1
Mm00433560_m1	Opn1mw	opsin 1 (cone pigments), medium-wave-sensitive
Mm00432058_m1	Opn1sw	opsin 1 (cone pigments), short-wave-sensitive
Mm00476679_m1	Pde6b	phosphodiesterase 6B, cGMP, rod receptor, b
Mm00473920_m1	Pde6c	phosphodiesterase 6C, cGMP specific, cone, a prime
Mm01225301_m1	Pgk1	phosphoglycerate kinase 1
Mm00519814_m1	Reep6	receptor accessory protein 6
Mm00520345_m1	Rho	Rhodopsin
Mm00524993_m1	Rorb	RAR-related orphan receptor b
Mm01612986_gH	Rpl13a	ribosomal protein L13A
Mm02601831_g1	Rps26	ribosomal protein S26
Mm00774693_g1	Sall3	sal-like 3 (Drosophila)
Mm01249143_g1	Socs3	suppressor of cytokine signaling 3
Mm01277045_m1	Tbp	TATA box binding protein
Mm00726185_s1	Tubb4	tubulin, b 4
Mm01198158_m1	Ubc	ubiquitin C
Mm00457574_m1	Wisp1	WNT1 inducible signaling pathway protein 1

**Table 2:** SYBR Green assays employed for qRT–PCR validation

**Gene symbol**	**Gene name**	**Forward**	**Reverse**
Abca13 (Exon 53/55)	ATP-binding cassette, sub-family A (ABC1), member 13	GACCTTCTGAGATGGCCAAG	TTAACTCCAAGGAGCCCAAA
Abca13 (Exon 58/60)	ATP-binding cassette, sub-family A (ABC1), member 13	CGGTACCTCTGGCAAACAAT	GGAAATGGAGCTTCAAGCAG
Acoxl	acyl-CoA oxidase-like	TGCTGTATGGAACGAAGCTG	TGTGGAATGTTGAAGGCAGA
Akt3	thymoma viral proto-oncogene 3	CATCTGAAACAGACACCCGATA	GTCCGCTTGCAGAGTAGGAG
Cadm3	cell adhesion molecule 3	AGGGATTGTGGCTTTCATTG	CTAGGGGCTCAGGAGTTGTG
Ccdc24	coiled-coil domain containing 24	TGTCACATGTTGCAGAACGA	TCTAAGGCTGGGAATGGATG
Cd8a	CD8 antigen, alpha chain	GACATCTCAGCCCCAGAGAC	GCTTGCCTTCCTGTCTGACT
Cox5b	cytochrome c oxidase, subunit Vb	CGTCCATCAGCAACAAGAGA	ATAACACAGGGGCTCAGTGG
Ctss	cathepsin S	TAAAGGGCCTGTCTCTGTGG	GCCATCCGAATGTATCCTTG
Drd4	dopamine receptor D4	AGACTGCCCACCTCCCTTAC	AAGAAAGGCGTCCAACACAC
Dynlt3	dynein light chain Tctex-type 3	TTGATGGAGTTTTGGGTGGT	GGTACGGTTCTCCCATCTGA
Hr	hairless	GCCCTCTCTGCTCAGCTCTA	CGGACCACACCGTCTAAGTT
Klf9	Kruppel-like factor 9	ACAGTGGCTGTGGGAAAGTC	CATGCTTGGTGAGATGGTCA
Klhl3	kelch-like 3	GAGCACTGGGAGGAGCTATG	AGGAGGTTGGTCTGCTGAGA
Klhl33	kelch-like 33	AGCTTCTTCCCTTTGGTGGT	CTACAGCCACCGCTGACATA
Neurod1	neurogenic differentiation 1	GCGTTGCCTTAGCACTTCTT	AGGAGTGTGTGTTGGCATTT
Nipal1	NIPA-like domain containing 1	CCCACAAGAGGGAGAAGTCA	GTAAACAGGCTTCCGTTCCA
Pip5k1a	phosphatidylinositol-4-phosphate 5-kinase, type 1 alpha	GGGGAACACAGAGCACAAGT	GGTCTTCTGAGGCTCACTGC
Plekhf2	pleckstrin homology domain containing, family F (with FYVE domain) member 2	GTTGTCGGGTTCGACTGGA	TGCGTCTAGTATTCGCCTCAC
Rab18	RAB18, member RAS oncogene family	TGCACGCAAGCATTCTATGT	GGCTCTCTTCCCTGTGTGAC
Rgs22	regulator of G-protein signaling 22	GCCCAGAAGATCCTTGAACA	CGCCTTGTCCTCTTCTGTGT
Rpgrip1	retinitis pigmentosa GTPase regulator interacting protein 1	GCCATGCTACATGCTCAAGA	TTTGGATGGCCTGGTTTCTA
Sema7a	sema domain, immunoglobulin domain (Ig), and GPI membrane anchor, (semaphorin) 7A	TCTACAGCTCCCAACGATCA	GCTCACAGCTCTGTTCCACA
Txnip	thioredoxin interacting protein	TATGTACGCCCCTGAGTTCC	GTTCCCCGCTGTAGAGACTG
Wisp1	WNT1 inducible signaling pathway protein 1	GCTCTACCACCTGTGGCCTA	ACAGCCTGCGAGAGTGAAGT
Wscd2	WSC domain containing 2	TCTGCATCAAGACCCATGAA	ACGGTCTTGCCAAACTTGAG

## Results

### Sequencing run summary

Six libraries of P21 retinal cDNA (three each from WT and *Nrl^−/−^*) were sequenced to obtain 35 to 49 million raw sequence reads per sample (Table 3). Of these, 75.8% to 82.7% reads passed the RTA chastity filter and were used for subsequent Burrows–Wheeler Aligner (BWA) and TopHat analysis workflows (Figure 1). 

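Whole retinas of P21 mice were sequenced, 3 of WT and 3 of *Nrl-/-* mice, with 1 library for each biologic replicate. The *Nrl-/-* mice lack the leucine zipper transcription factor that directs photoreceptor precursors to the rod fate, and their photoreceptors are cone-like. The targeted gene, *Nrl* (NM_001136074), lies on the minus strand of chromosome 14 from 56137815 to 56143818 in the mouse assembly NCBIM37, which is mm9. Its FPKM was 545 ± 41.7 (SD, n = 3) in WT and 0.919 ± 0.0399 (SD, n = 3) in *Nrl-/-* retina, and every *Nrl-/-* library, from 0.879 to 0.959, was below every WT library, from 500.5 to 583. This is a log2 fold change of -8.15 (standard error 0.06, adjusted p = 2.8e-12 from limma). The other *Nrl* transcript, NM_008736, had an FPKM of 18.9 ± 0.572 in WT and was listed at 0 in all 3 *Nrl-/-* libraries. The RNA of *Xist*, which coats the silenced X chromosome, was abundant in WT replicate 2 alone, and the Y-linked *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were near 0 in that library alone. The paper's text gives no sex. The authors aligned the reads with BWA and estimated an FPKM for each transcript isoform of the refFlat annotation. Their tables hold log2(FPKM + 1) rounded to 2 decimals, for transcripts with an FPKM of at least 1 in at least 1 library. By Table 3, 29603280 to 37642800 reads per WT library and 36472800 to 37119960 per *Nrl-/-* library passed the sequencer's filter, with 24992271 to 32085799 and 30960565 to 31374578 alignments by BWA. Values given here as FPKM are means of 2 to the power of the deposited value, less 1, over the 3 libraries of a genotype. A log2 fold change is the mean log2(FPKM + 1) of the *Nrl-/-* libraries less that of the WT libraries, tested with limma over the mRNA transcripts. A gene was represented by the transcript with its highest mean FPKM, and it was called higher or lower at an adjusted p under 0.05. The gene lists, the rule for the genes named and the alternative settings were chosen before the data were examined, after reading the paper and its tables. Lists were compared with all other genes by camera with a preset correlation of 0.01 and adjusted over 36 lists. A list's range of adjusted p over the settings is of this camera test. It leaves out camera with an estimated correlation and fry, another list test, which does not compare a list with the other genes. The tables hold no read counts, so the counting error of a single FPKM is not known, and reads of genes that overlap on opposite strands cannot be told apart.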

Due to TopHat workflow’s power to map across splice junctions, the workflow consistently yielded 6 to 7 million more alignments per sample when compared to BWA.

**Table 3:** Summary of Illumina base calling and alignments

**Genotype**	**WT**	**WT**	**WT**	**Nrl^−/−^**	**Nrl^−/−^**	**Nrl^−/−^**
	**Sample 1**	**Sample 2**	**Sample 3**	**Sample 1**	**Sample 2**	**Sample 3**
Total reads	35,872,080	41,785,800	49,076,400	46,689,240	48,480,240	48,656,040
PF Reads	29,603,280	33,251,160	37,642,800	36,472,800	37,119,960	36,823,320
	82.7%	79.7%	76.9%	78.2%	76.7%	75.8%
BWA alignments	24,992,271	27,922,997	32,085,799	30,960,565	31,374,578	31,257,335
TopHat alignments	30,769,939	34,177,120	39,222,596	38,289,469	38,744,790	38,593,533

Each of the 3 week old WT and *Nrl^−/−^* retina sample was sequenced on a separate lane of the Illumina GAIIx flow cell to obtain 35 to 49 million raw reads. Over 75% of the raw reads passed Illumina’s read chastity threshold to yield 29 to 37 million usable PF reads. TopHat mapping always gave significantly more alignments than BWA because of its ability to map across the splice junctions. A relatively smaller numbers of reads and alignments for WT samples 1 and 2 are not a matter of concern as FPKM normalization was used to assess the transcript isoform expression. WT=wild type. PF=pass filter

**Figure 1:**
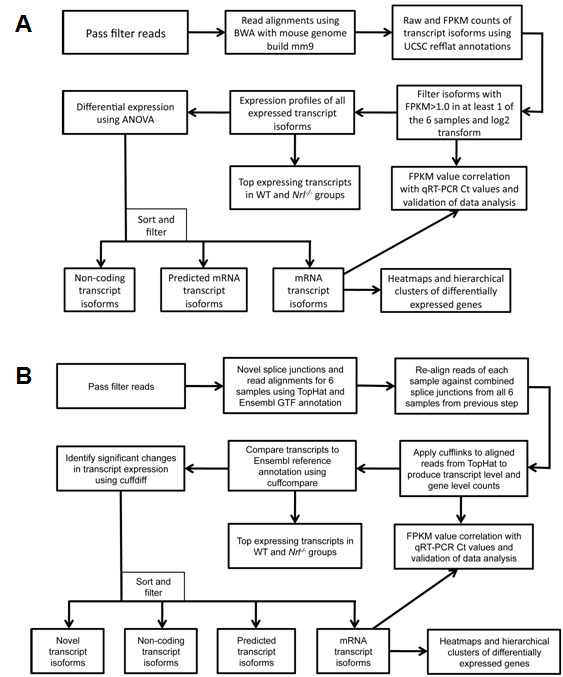
Flowchart of RNA-seq data analysis methodology using Burrows-Wheeler Aligner (BWA) and TopHat. Schematic representation of two RNA-seq data analysis workflows and resulting views of the data generated. **A**: BWA workflow: Gapped alignments are performed using the BWA algorithm against the mouse reference genome build mm9, and estimation of the expression of genes at the transcript isoform level is performed by importing aligned reads into the Partek Genomics Suite using annotations provided by the University of California Santa Cruz (UCSC) refflat.txt file. Transcripts expressed at low levels in all samples (<1 fragments per kilobase of exon model per million mapped reads [FPKM]) are filtered out. Differential expression analysis was performed by applying the ANOVA (ANOVA) method, and the resulting list was sorted and filtered into different transcript groups. Clustering of rod and cone enriched genes was performed using Cluster 3.0 software (see Methods). **B**: TopHat workflow: Splice junction mapping was performed using the TopHat algorithm in two phases. In the first phase, splice junctions were detected de novo from the reads from each sample and combined to obtain a master splice junctions list. In the second phase of TopHat alignment, reads from each sample were re-aligned by providing the master junctions list as input. The two-phase mapping approach significantly increased the number of alignments spanning the splice junctions. Estimation of gene expression and differential expression were computed using Cufflinks, Cuffcompare, and Cuffdiff. Sorting and filtering of transcript isoforms were performed as in the BWA workflow.

### BWA workflow

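Transcripts of each class of retinal neuron and of glia were present in the BWA tables. Every gene of the lists for rods (24 genes), cones (16), ganglion cells (21) and Müller glia (28) had a transcript at an FPKM of at least 1 in at least 1 library. So did 24 of 28 amacrine cell genes, 11 of 13 horizontal cell genes and 18 of 29 genes of microglia and macrophages, the immune cells of the retina. Of 22 lens genes 3 were present, and of 12 erythrocyte genes 8. Among 19 genes of T cells and other leukocytes, 0 were present. By kind, the tables held 15142 mRNA, 746 ncRNA and 126 pseudogene transcripts. An FPKM over 1, rather than of at least 1, was reached by 15998 transcripts. An FPKM of at least 1 in at least 3 libraries held for 15331 transcripts, and a mean of at least 1 in at least 1 genotype for 15526. Across the mRNA transcripts, which are not independent replicates, Pearson's r of log2(FPKM + 1) was 0.986 to 0.989 between WT libraries, 0.993 to 0.996 between *Nrl-/-* libraries and 0.929 to 0.933 between genotypes.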

Based on the BWA analysis workflow, 16,014 transcripts were detected with a normalized FPKM value greater than 1.0 in any of the six samples. Transcripts were filtered based on whether they were mRNAs or ncRNAs. Of the 15,142 mRNA transcripts, only 1,422 met our criteria of differential expression of having a fold change greater than 1.5 and a p-value less than 0.05 (Table 4). Of the 1,422 differentially expressed mRNA transcripts (DETs) representing 1,218 unique genes, 551 were downregulated in *Nrl^−/−^* (including rod-specific genes) retinas, and 871 were upregulated in *Nrl^−/−^* (including cone-enriched genes and those involved in retinal remodeling) retinas.

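The 10 largest falls among genes past the adjusted p, with every *Nrl-/-* library below every WT library, included those of *Gnat1*, *Nrl*, *Cnga1*, *Nr2e3*, *Slc24a1*, *Kcnj14*, *Reep6*, *Susd3* and *Esrrb*. *Slc24a1* (NM_144813), which encodes the exchanger that removes calcium from the rod outer segment, had an FPKM of 262 ± 17.0 (SD, n = 3) in WT and 2.25 ± 0.400 (SD, n = 3) in *Nrl-/-* retina, a log2 fold change of -6.34 (standard error 0.09, adjusted p = 2.2e-10 from limma). The potassium channel gene *Kcnj14* fell by 5.46 and the sushi domain gene *Susd3* by 5.09 on the log2 scale. The 10 largest rises, chosen the same way, were those of *Fabp7*, *Opn1sw*, *Cngb3*, *Pde6c*, *Klhl33*, *Cckbr*, *Clca3*, *Otop3*, *Gngt2* and *Gulo*. Of these, the cholecystokinin receptor gene *Cckbr* had a log2 fold change of 3.79, the chloride channel accessory gene *Clca3* of 3.77, the otopetrin gene *Otop3* of 3.68 and *Gulo*, which encodes an enzyme of vitamin C synthesis, of 3.66. At the paper's thresholds, a fold change of at least 1.5 and an unadjusted p under 0.05, 870 mRNA transcripts were higher and 544 lower in *Nrl-/-* retina. These 1414 transcripts came from 1205 gene symbols, 737 with a higher and 469 with a lower transcript, 1 of them with both. At an adjusted p under 0.05 with no minimum fold, 4047 transcripts were higher and 1522 lower, and 864 and 544 of them changed by at least 1.5-fold. The split between directions moved with the scaling of the libraries. Higher transcripts were 61.5% of those past the paper's thresholds and 72.7% of those past the adjusted p on the deposited scale. With median-of-ratios scaling they were 49.7% (667 higher, 676 lower) and 51.9% (2459 higher, 2277 lower), and with upper-quartile scaling, quantile normalization and scaling without the 25 highest transcripts they were 49.7% to 50.5% and 52.1% to 53.7%. The authors' own list and the list made here shared 1385 transcripts.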

**Table 4:** Summary of transcript isoforms detected by BWA/ANOVA and TopHat/Cufflinks workflows

**Analysis**	**BWA/ANOVA**	**TopHat/Cufflinks**
Total detected transcripts	16,014	34,115
mRNA	15,142	32,001
mRNA DETs	1,422	3,258

The BWA workflow employed refflat.txt annotation for mouse build mm9 from UCSC genome browser. The TopHat workflow employed GTF annotation for mouse build mm9 from the Ensembl database. After FPKM filtering (see Materials and Methods), transcribed features were classified as protein coding mRNAs and non-coding (nc) RNAs. The features classified as protein-coding mRNAs were further filtered based on fold change (≥1.5) and p-value (<0.05) to be considered significantly differentially expressed transcripts (DETs).

### TopHat workflow

A total of 34,115 transcripts were detected with a normalized FPKM value of greater than 1.0 in any of the samples in either group. Transcripts were filtered based on whether they were protein-coding mRNAs or ncRNAs. Of the 32,001 mRNA transcripts, only 3,258 met our criteria of differential expression (Table 4). 

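In the authors' TopHat tables, the rod gene *Gnat1*, which encodes the alpha subunit of the rod G protein, had an FPKM of 4737 in WT and 0.624 in *Nrl-/-* retina, for its highest transcript. *Nr2e3*, a repressor of cone genes in rods, was at 115 in WT and listed at 0 in *Nrl-/-* retina. The cone genes ran the other way, *Opn1sw* from 159 in WT to 2699 in *Nrl-/-*, *Gnat2* from 53.7 to 627 and *Arr3* from 30.0 to 501, also for the highest transcript of each. These tables give 1 pooled FPKM per genotype and the authors' p-value for each Ensembl transcript, with no replicates, so no test was run on them here. They held 31115 mRNA transcripts of 12407 symbols and 1830 other transcripts. A fold change of at least 1.5 and the authors' p under 0.05 held for 3202 mRNA transcripts, of which 1719 were higher and 1483 lower in *Nrl-/-* retina. In the authors' own list of differentially expressed transcripts, 125 had an FPKM under 1 in both genotypes.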

The DETs represented 1990 unique genes; 1,504 were downregulated in *Nrl^−/−^* (including rod-specific genes) retinas, and 1,754 were upregulated in the *Nrl^−/−^* (including cone-enriched genes and those involved in retinal remodeling) retinas.

### Comparison of the results from BWA and TopHat analyses

The BWA/ANOVA and TopHat/Cufflinks analyses were compared to assess the consistency and quality of the results. Using the official Mouse Genome Informatics gene symbol as the linking term, Venn diagrams were constructed to summarize the overlap between the set of all (Figure 2A), the top 500 (Figure 2B), and the top 200 (Figure 2C) DETs from the BWA workflow and the DET list from the TopHat workflow. A comparison of the full list of BWA DETs to the TopHat list revealed only 51.7% overlap between the differentially expressed genes (DEGs) from BWA and TopHat. This overlap increased to 73.8% and 87.8% when only the top 500 and 200 DEGs from BWA, respectively, were considered. 

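The rod genes *Gnat1*, *Nrl* and *Slc24a1* and the cone or remodeling genes *Opn1sw*, *Gnat2*, *Arr3*, *Cngb3*, *Pde6c* and *Fabp7* were past the paper's thresholds by both workflows. Of the genes past these thresholds by BWA here, 630 (52.3%) were in the authors' TopHat list. Among the genes of the 500 BWA transcripts with the largest fold changes, 314 of 425 (73.9%) were in it, and among those of the top 200, 153 of 175 (87.4%). When the transcripts were ranked by p-value, these shares were 76.9% and 88.3%, while the authors' own BWA calls gave 73.5% and 87.4% ranked by fold change and 68.2% and 75.2% ranked by their p-value. In the 11261 symbols measured by both workflows, 689 were higher in *Nrl-/-* retina by BWA and 1117 by TopHat, and 372 were shared, against 68.3 expected by chance (odds ratio 15.5). Of 446 lower by BWA and 945 lower by TopHat, 254 were shared, against 37.4 expected (odds ratio 19.4). Transcripts of 34 symbols were called in opposite directions by the 2 workflows, and most of these symbols are also among the shared ones. Both workflows read the same 6 libraries, so this overlap is between methods and not between experiments. Across 11255 genes, which are not independent replicates, the log2 fold changes of the highest transcripts had a Pearson's r of 0.924 and a Spearman's correlation of 0.881.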

Subsequent analyses were performed using BWA data.

**Figure 2:**
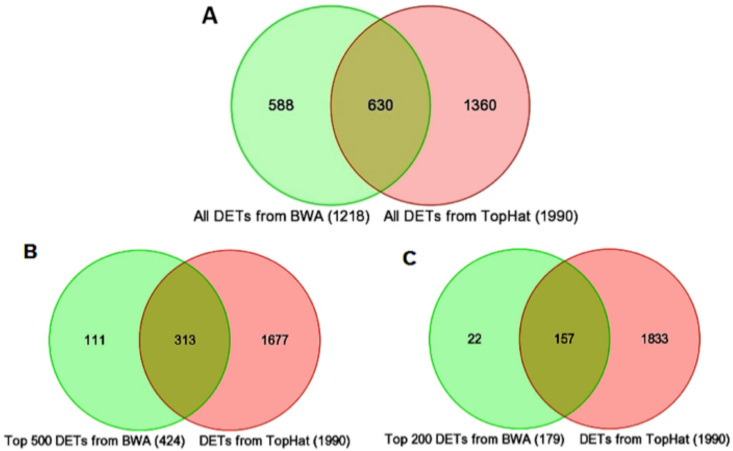
Venn diagrams comparing differentially expressed transcripts (DETs) between the *Nrl^−/−^* and WT groups from BWA and TopHat analyses. Despite major differences in the UCSC refFlat annotations used by Burrows-Wheeler Aligner (BWA) and Ensembl annotations used by TopHat, most of the genes identified by BWA were also identified as significant by TopHat. **A**: Comparison of the total number of DETs identified as significant (fold change ≥1.5 and p-value <0.05) by the two methods. **B**: Inclusion of the top 500 DETs (424 unique genes) identified as significant by BWA and in the full TopHat DET list. **C**: Inclusion of the top 200 DETs (179 unique genes) identified as significant by BWA and in the full TopHat DET list. We assess the two methods based on a comparison of qRT–PCR data for the genes detected by either or both methods. The discrepancy between the results can be attributed to differences in the input annotation files used (UCSC refFlat versus Ensembl GTF) by the two methods and their alignment algorithms.

### Regression analysis of quantitative expression values obtained with RNA-seq and TaqMan qRT–PCR assays

We first assessed the correlation between the FPKM values (obtained with RNA-seq) with their corresponding qRT–PCR crossing threshold (Ct) values from the TaqMan assays; the two values represent the quantitative levels of expression of a specific transcript in the RNA sample. For this purpose, we chose 24 differentially expressed genes (DEGs, reflecting a wide range of expression) and 12 housekeeping genes (HKGs). The Ct values from three biologic replicates (without normalization) were then compared to the corresponding log2 FPKM values (Figure 3). A least-squares regression analysis of DEGs provided an R^2^ value of 0.8798, with a corresponding slope of −1.056, suggesting a strong inverse relationship between Ct and log2 FPKM values over a dynamic range of 4–5 orders of magnitude. Only one out of 24 genes, cell adhesion molecule 3 (*Cadm3*), fell outside this correlation. Further investigation of the RNA-seq aligned reads showed that our qRT–PCR assay was specific for only one of the two retina-expressed spliced isoforms of *Cadm3*. The reanalysis using a SYBR assay designed to detect both *Cadm3* transcripts confirmed the linear correlation between RNA-seq and qRT–PCR analysis. Interestingly, FPKM and Ct values for 6 of the 12 HKGs did not show the expected linear relationship; these included ubiquitin C (*Ubc*), *ActB*, ribosomal protein L13A (*Rpl13a*), ribosomal protein S26 (*Rps26*), phosphoglycerate kinase 1 (*Pgkl*), and most severely glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*). 

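The 6 HKGs with a Ct value that are not named here as outliers were *B2m*, *Gusb*, *Hprt*, *Hsp90ab1*, *Tbp* and *Tubb4*, which encode proteins as unlike as a lysosomal enzyme, a chaperone and a tubulin. In WT retina, *Gusb* had an FPKM of 2.63 ± 0.164 (SD, n = 3) and *Hsp90ab1* of 149 ± 7.79 (SD, n = 3). Over all 12 HKGs, the mean log2(FPKM + 1) and the paper's Ct value had a Pearson's r of -0.30 in WT (permutation p = 0.35, adjusted 0.56) and of -0.22 in *Nrl-/-* retina (permutation p = 0.50, adjusted 0.57). Spearman's correlation was -0.24 (permutation p = 0.46, adjusted 0.57) and -0.15 (permutation p = 0.63, adjusted 0.63). Without the 2 genes farthest from the median FPKM, r was 0.00494 in WT and 0.111 in *Nrl-/-* retina. Over the 6 other HKGs alone, r was -0.955 in WT and -0.967 in *Nrl-/-* retina (exact permutation p = 0.0083, adjusted 0.033, in each). Their Spearman's correlation was -0.943 in each genotype (exact permutation p = 0.017, adjusted 0.033), and r without the 2 farthest genes was -0.925 and -0.924. The tests were two-sided, 8 in all, and run across genes, which are not independent replicates. The 6 genes left out were chosen by the paper because they lay off the line, so the value without them is not independent evidence of a line.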

With the exception of *Ubc* that was underestimated by qRT–PCR (in the same manner as *Cadm3*), the BWA workflow underestimated all others.

**Figure 3:**
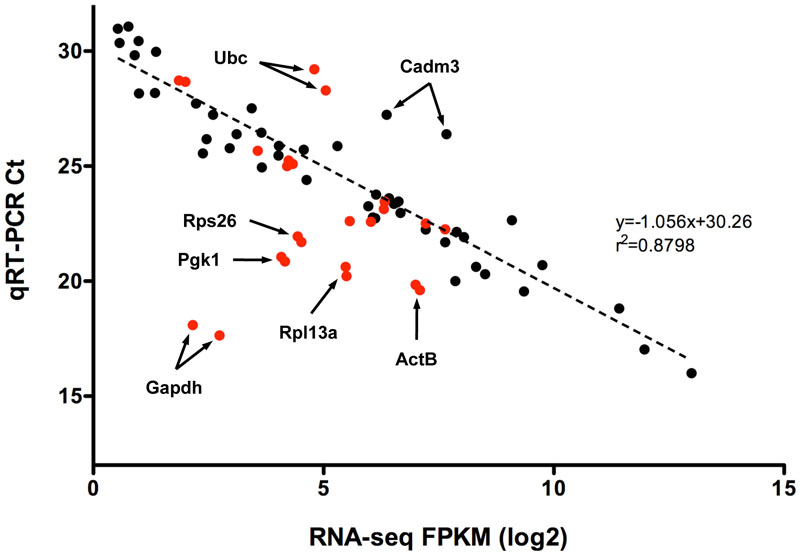
Correlation of RNA-seq and qRT–PCR. The correlations between the RNA-seq fragments per kilobase of exon model per million mapped reads (FPKM) values and the corresponding qRT–PCR crossing threshold (Ct) values are shown. FPKM values represented in log_2_ scale, and non-normalized Ct values are an average of three biologic replicates. Data generated from differentially expressed genes (black) is contrasted with data generated from the housekeeping genes (red). The dashed line, associated equation, and goodness of fit value were generated by least-squares regression analysis of the differentially expressed data set. Since a lower Ct value indicates an increased initial amount of target mRNA, an inverse relationship between FPKM and Ct values is expected if a correlation exists.

### A comparison of RNA-seq and qRT–PCR data for housekeeping genes

RNA-seq data were evaluated for the expression of 27 established HKGs (Table 5) included in the control qRT–PCR plates from the following vendors: Life Technologies (Mouse Endogenous Control Array), SA Biosciences, Frederick, MD (Mouse Housekeeping Genes RT^2^ Profiler PCR Array), and Qiagen, Valencia, CA (QuantiTect Housekeeping Genes). Comparison of qRT–PCR data for 12 genes (that were tested) showed almost complete concordance of expression with the RNA-seq results. Only one gene, *Ubc*, revealed a significant difference in expression between the WT and *Nrl^−/−^* retinas with qRT–PCR (−1.89 fold) compared to the RNA-seq (−1.19 fold) analyses. *Gapdh* showed a relatively high change in expression in qRT–PCR and RNA-seq (−1.49 and −1.37 fold, respectively). *Hprt* and *Rpl13a* revealed lower variation in qRT–PCR and RNA-seq, respectively. *Actb*, TATA box binding protein (*Tbp*), glucuronidase, beta (*Gusb*), and *Pgk1* were among the best HKGs for qRT–PCR and RNA-seq normalization. 

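The cytoskeletal *Actb* had a log2 fold change of -0.09 in *Nrl-/-* retina (standard error 0.08, adjusted p = 0.37 from limma), between -0.19 and -0.23 under the scalings, and was called lower under quantile normalization alone (adjusted p = 0.038). *Tbp*, which encodes the TATA box binding protein, had a log2 fold change of 0.03 (adjusted p = 0.83), the lysosomal *Gusb* of 0.14 (adjusted p = 0.20) and the glycolytic *Pgk1* of -0.09 (adjusted p = 0.50), and the scalings turned the sign of *Tbp*. The ribosomal protein gene *Rpl13a*, at -0.02 (adjusted p = 0.80), was lower under quantile normalization (adjusted p = 0.046), and *Rps26*, at -0.08 (adjusted p = 0.26), was lower under each scaling (adjusted p = 0.018 to 0.036). *Hprt*, an enzyme of purine salvage, was higher by 0.45 (adjusted p = 2.6e-04), from an FPKM of 46.6 ± 1.82 (SD, n = 3) in WT to 64.2 ± 2.59 (SD, n = 3). Of the 27 transcripts of Table 5, 7 were higher, 3 lower and 17 neither at an adjusted p under 0.05, with the same counts adjusted over the list alone. The higher ones were *B2m*, *Hprt*, *Ywhaz*, *Nono*, *Hsp90ab1*, *Tuba1b* and *G6pd2*, and the lower ones included *Gapdh* and *Polr2a*. Under the scalings 6 were higher and 4 lower, or 6 and 6 with quantile normalization, and *G6pd2* was no longer past the threshold. Without *Nrl-/-* replicate 2 or 3, too, *G6pd2* was not past it (adjusted p = 0.055 and 0.061). A change of less than 1.2-fold held for 18 of the 27. Reads from paralogs and processed pseudogenes can be shared with *Actb*, *Gapdh*, *Rps26*, *Rpl13a*, *Tuba1b* and *Ppia*, so their levels are uncertain.

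**Figure D1:**
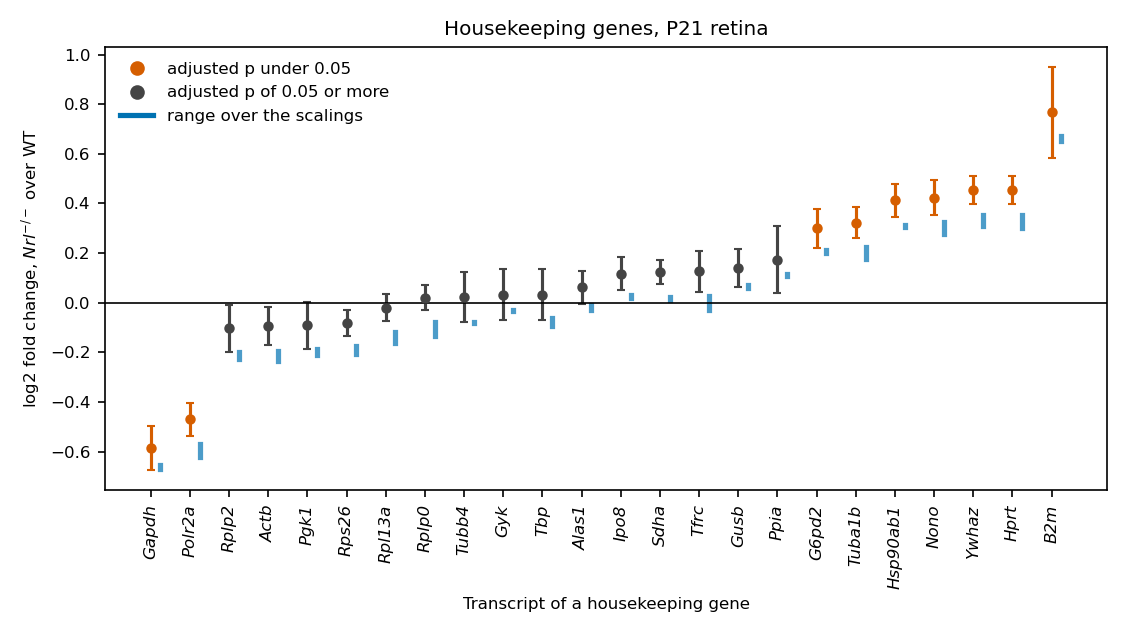
Log2 fold changes of *Nrl-/-* over WT retina (vertical axis) of 24 of the 27 transcripts of HKGs in Table 5 (horizontal axis), with the standard error from limma (n = 3 libraries per genotype). Points are colored by the adjusted p and bars beside them span the 4 scalings, which lie lower on the axis than the points for all 24 transcripts. For *Tbp*, *Rplp0*, *Tubb4*, *Gyk* and *Alas1* the points lie above 0 and the bars below it.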

For further qRT–PCR analyses, we employed *ActB* and *Hprt* in all normalization calculations.

**Table 5:** Quantitative expression profiles of housekeeping genes obtained by qRT–PCR and RNA-seq

**Transcript**	**Gene ID**	**Description**	**WT FPKM**	**Nrl^−/−^ FPKM**	**RNA-seq FC**	**WT Ct**	**Nrl^−/−^ Ct**	**qPCR FC**
NM_007393	Actb	Actin, b	136.24	128	−1.07	19.61	19.84	−1.17
NM_020559	Alas1	Aminolevulinic acid synthase 1	8.06	8.46	1.05			
NM_009735	B2m	β 2-microglobulin	**11.88**	**20.11**	**1.71**	**25.67**	**25.09**	**1.5**
NM_019468	G6pd2	Glucose-6-phosphate dehydrogenase 2	9.85	12.13	1.23			
NM_008084	Gapdh	Glyceraldehyde-3-phosphate dehydrogenase	**6.68**	**4.47**	**−1.49**	**17.64**	**18.09**	**−1.37**
NM_010368	Gusb	b-glucuronidase	3.63	4	1.1	28.72	28.67	1.03
NM_008194	Gyk	Glycerol kinase	2.62	2.69	1.02			
NM_001110251	Hmbs (isoform 2)	Hydroxymethylbilane synthase	3.16	3.25	1.03			
NM_013551	Hmbs (isoform 1)	Hydroxymethylbilane synthase	1.89	2.1	1.11			
NM_013556	Hprt	Hypoxanthine guanine phosphoribosyl transferase	47.5	65.34	1.37	22.61	22.58	1.02
NM_008302	Hsp90ab1	Heat shock protein 90 kDa α class B member 1	149.09	199.47	1.33	22.51	22.25	1.2
NM_001081113	Ipo8	Importin 8	10.48	11.31	1.08			
NM_023144	Nono	Non-POU-domain-containing octamer-binding	28.64	38.59	1.35			
NM_008828	Pgk1	Phosphoglycerate kinase 1	17.88	16.91	−1.06	20.86	21.05	−1.15
NM_009089	Polr2a	Polymerase (RNA) II (DNA directed) polypeptide A	50.56	36.5	−1.39			
NM_008907	Ppia	Peptidylprolyl isomerase A (cyclophilin A)	2.38	2.68	1.13			
NM_009438	Rpl13a	Ribosomal protein L13A	45.25	44.63	−1.01	20.22	20.62	−1.32
NM_007475	Rplp0	Ribosomal protein large P0	39.12	39.67	1.02			
NM_026020	Rplp2	Ribosomal protein large P2	18.51	17.15	−1.07			
NM_013765	Rps26	Ribosomal protein S26	22.94	21.71	−1.06	21.7	21.94	−1.19
NM_023281	Sdha	Succinate dehydrogenase complex subunit A, flavoprotein	74.03	80.45	1.09			
NM_013684	Tbp	TATA box binding protein	18.51	18.9	1.02	25	25.24	−1.18
NM_011638	Tfrc	Transferrin receptor	34.3	37.53	1.09			
NM_011654	Tuba2	Tubulin, α 2	37.53	46.85	1.25			
NM_009451	Tubb4	Tubulin β 4	79.34	80.45	1.01	23.13	23.45	−1.25
NM_019639	Ubc	Ubiquitin C	**33.13**	**27.86**	**−1.19**	**28.29**	**29.21**	**−1.89**
NM_011740	Ywhaz	Tyrosine 3-monooxygenase-tryptophan 5-monooxygenase activation protein z polypeptide	38.05	51.98	1.37			

We evaluated housekeeping genes (HKGs) for their expression in RNA-seq data and by qRT–PCR analysis. Rows in bold indicate genes that are significantly differentially expressed and hence not good choices for HKGs. WT=wild type, Ct=crossing threshold, FPKM=fragments per kilobase of exon model per million mapped reads.

### A comparison of RNA-seq and qRT–PCR analysis for DEGs

Based on the RNA-seq data from the WT and *Nrl^−/−^* retinas, we selected 25 DEGs (12 downregulated and 13 upregulated) showing a wide range of differential expression for validation with qRT–PCR analysis. qRT–PCR data for all genes validated the RNA-seq results (Figure 4). 

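Among the genes lower in *Nrl-/-* retina, *Reep6*, which encodes a receptor expression-enhancing protein of rods, had an FPKM of 318 ± 44.2 (SD, n = 3) in WT and 7.64 ± 0.332 (SD, n = 3) in *Nrl-/-* retina. The rod phosphodiesterase gene *Pde6b* went from 363 ± 28.7 to 15.3 ± 0.343, and the orphan receptor gene *Esrrb* from 66.7 ± 8.26 to 1.57 ± 0.110. The transcription factor genes *Mef2c* and *Rorb* had log2 fold changes of -2.36 and -2.17, and *Nxnl1*, which encodes a thioredoxin-like survival factor of cones, of -1.97. Of the genes higher in *Nrl-/-* retina, *Fabp7*, which encodes a fatty acid binding protein, went from 1.57 ± 0.550 to 62.5 ± 13.6, a log2 fold change of 4.62 (standard error 0.18, adjusted p = 1.2e-07 from limma). *Eya1*, which encodes a transcriptional coactivator, had a log2 fold change of 3.11. The cell adhesion gene *Cadm3* went from 81.7 ± 7.52 to 202 ± 12.8, and *Socs3*, a feedback inhibitor of cytokine signaling, from 0.870 ± 0.0198 to 5.07 ± 0.373. All 25 genes were past the adjusted p, 13 higher and 12 lower, as they were adjusted over the list alone, and under each of the scalings. The paper chose them as differentially expressed in these libraries, so this count is not independent evidence. *Egr1*, an immediate early gene, spread most, from 4.82 to 20.3 in WT and from 29.7 to 63.4 in *Nrl-/-* retina, a log2 fold change of 1.86 (standard error 0.43, adjusted p = 0.0090 from limma), with an adjusted p of 0.11 by an ordinary linear model and 0.066 with a robust prior.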

The WNT1 inducible signaling pathway protein 1 (*Wisp1*) TaqMan assay did not produce an amplicon in any of the experiments performed; subsequent examination of the RNA-seq data revealed that this assay did not correspond to the splice variant expressed in the retina. 

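*Wisp1* (NM_018865) encodes a secreted matrix protein induced by WNT signaling and lies on the plus strand of chromosome 15 from 66722882 to 66754763. It is the only *Wisp1* transcript of the deposited table. Its FPKM was 16.8 ± 1.42 (SD, n = 3) in WT and 0.450 ± 0.105 (SD, n = 3) in *Nrl-/-* retina, where the highest library was at 0.516 and the lowest WT library at 15.1. The log2 fold change was -3.61 (standard error 0.09, adjusted p = 4.9e-09 from limma), and since the *Nrl-/-* values are below 1 its size depends on the 1 added to the FPKM, with -4.95 for a pseudocount of 0.1. Reads are summarized per transcript in the table, so exon usage within *Wisp1* was not analysed here.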

Additional analysis using a SYBR assay with oligonucleotides specific to the retinal splice variant confirmed the differential expression of *Wisp1* (−43.9 fold change) in the *Nrl^−/−^* retina compared to the WT.

**Figure 4:**
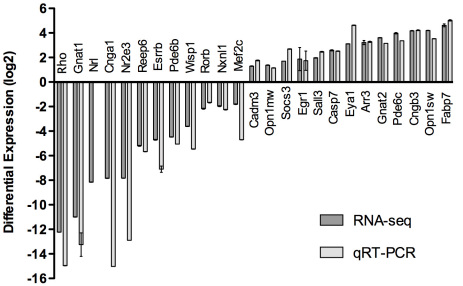
qRT–PCR validation of RNA-seq results. Comparison of differential expression values determined by RNA-seq (dark gray) and qRT–PCR (light gray) for 25 differentially expressed genes identified by Burrows-Wheeler Aligner (BWA) workflow. Error bars represent the standard error of the mean. Neural retina leucine zipper gene (*Nrl*) was not detectable by qRT–PCR and therefore are left blank in the graph. Note that Rhodopsin (*Rho*), guanine nucleotide binding protein, alpha transducing 1 (*Gnat1*), cyclic nucleotide gated channel alpha 1 (*Cnga1*), and nuclear receptor subfamily 2, group E, member 3 (*Nr2e3*) having average crossing threshold (Ct) values greater than 30 in the *Nrl^−/−^* samples are considered extremely low to non-expressing.

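*Gnat1*, which encodes the alpha subunit of the rod G protein, had an FPKM of 4008 ± 275 (SD, n = 3) in WT and 0.967 ± 0.15 (SD, n = 3) in *Nrl-/-* retina, with a log2 fold change of -10.99 (standard error 0.07, adjusted p = 1.1e-12 from limma). *Cnga1*, a subunit of the channel that carries the rod's light response, was at 233 ± 21.0 and 0.0187 ± 0.00817, and *Nr2e3* at 235 ± 15.7 and 0.0378 ± 0.0206. On the log2 scale *Cnga1* fell by 7.84 and *Nr2e3* by 7.83. The deposited values of *Cnga1* and *Nr2e3* in *Nrl-/-* libraries are a few rounding steps above 0, so their fold changes depend on the 1 added to the FPKM.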

### Expression levels of transcripts in the WT and *Nrl^−/−^* retina

The preceding analysis clearly demonstrates the high reliability and accuracy of the data obtained with RNA-seq methodology. We therefore used RNA-seq data to derive absolute expression levels of individual transcripts. The top 25 genes highly expressed in the WT or *Nrl^−/−^* retina are listed in Table 6 and Table 7. As predicted, most of these genes encode proteins involved in photoreceptor function/metabolism.

**Table 6:** Top 25 highly expressed transcripts in wild-type retina based on RNA-seq data.

**Transcript ID**	**Gene ID**	**Gene name**	**WT FPKM**	***Nrl^−/−^* FPKM**
NM_145383	*Rho*	Rhodopsin	8135.4	1.7
NM_008140	*Gnat1*	Guanine nucleotide binding protein γ transducing activity polypeptide 1	4011.7	2
NM_008938	***Prph2***	Peripherin 2	1448.2	367.1
NM_012065	***Pde6g***	Phosphodiesterase 6G cGMP-specific rod γ	1269.5	552.6
NM_009073	*Rom1*	Retinal outer segment membrane protein 1	948.8	229.1
NM_015745	***Rbp3***	Retinol binding protein 3	885.3	1024
NM_009118	***Sag***	S-antigen retina and pineal gland	765.4	548.7
NM_011676	***Unc119***	Unc-119 homolog	719.1	407.3
NM_024458	*Pdc*	Phosducin	689.8	302.3
NM_009038	*Rcvrn*	Recoverin	643.6	288
NM_011099	***Pkm2***	Pyruvate kinase muscle	604.7	467.9
NM_001159730	*Pdc*	Phosducin	580	250.7
NM_146079	*Guca1b*	Guanylate cyclase activator 1B	552.6	68.1
NM_008131	***Glul***	Glutamate-ammonia ligase	545	530.1
NM_001136074	*Nrl*	Neural retina leucine zipper	545	1.9
NM_001160017	*Gnb1*	Guanine nucleotide binding protein β polypeptide 1	487.8	24.4
NM_011428	***Snap25***	Synaptosomal-associated protein 25 kDa	471.1	576
NM_146086	*Pde6a*	Rod photoreceptor cGMP phosphodiesterase a subunit	433.5	35.8
NM_026358	***4930583H14Rik***	Unknown	407.3	362
NM_013415	***Atp1b2***	ATPase Na^+^K+ transporting β 2 polypeptide	369.6	608.9
NM_144921	*Atp1a3*	Α 3 subunit of Na^+^K+ ATPase	367.1	286
NM_008806	*Pde6b*	Phosphodiesterase 6B cGMP-specific rod β	364.6	16.2
NM_001160016	*Gnb1*	Guanine nucleotide binding protein β polypeptide 1	352.1	18.1
	*(isoform 2)*			
NM_008142	*Gnb1*	Guanine nucleotide binding protein β polypeptide 1	349.7	17.9
	*(isoform 1)*			
NM_010314	*Gngt1*	Guanine nucleotide binding protein g transducing activity polypeptide 1	340.1	203.7

As photoreceptors constitute almost 70% of cells in P21 WT and *Nrl^−/−^* retina, the high expressed genes (in bold) likely encode proteins associated with general photoreceptor function/metabolism. WT=wild type

**Table 7:** Top 25 highly expressed transcripts in *Nrl−/−* retina based on RNA-seq data.

**Transcript ID**	**Gene ID**	**Gene name**	**WT FPKM**	**Nrl^−/−^ FPKM**
NM_007538	*Opn1sw*	Opsin 1 short-wave-sensitive	149.1	2740.1
NM_015745	***Rbp3***	Retinol binding protein 3	885.3	1024
NM_008141	*Gnat2*	Guanine nucleotide binding protein a transducing 2	70.5	861.1
NM_013530	*Gnb3*	Guanine nucleotide binding protein β polypeptide 3	103.3	786.9
NM_133205	*Arr3*	Arrestin 3, retinal	69.6	652.6
NM_023898	*Pde6h*	Phosphodiesterase 6H cGMP-specific cone g	91.1	634.7
NM_013415	***Atp1b2***	ATPase Na^+^K+ transporting β 2 polypeptide	369.6	608.9
NM_011428	***Snap25***	Synaptosomal-associated protein 25 kDa	471.1	576
NM_012065	***Pde6g***	Phosphodiesterase 6G cGMP-specific rod g	1269.5	552.6
NM_009118	***Sag***	S-antigen retina and pineal gland	765.4	548.7
NM_008131	***Glul***	Glutamate-ammonia ligase	545	530.1
NM_053245	*Aipl1*	Aryl hydrocarbon receptor interacting protein-like 1	313	515.6
NM_009305	*Syp*	Synaptophysin	326.3	505
NM_008189	*Guca1a*	Guanylate cyclase activator 1A (retina)	306.6	487.8
NM_011099	***Pkm2***	Pyruvate kinase muscle	604.7	467.9
NM_013494	*Cpe*	Carboxypeptidase E	337.8	439.6
NM_023121	*Gngt2*	Guanine nucleotide binding protein g transducing activity polypeptide 2	32	407.3
NM_011676	***Unc119***	Unc-119 homolog	719.1	407.3
NM_021273	*Ckb*	Creatine kinase brain	290	398.9
NM_007450	*Slc25a4*	Solute carrier family 25 member 4	313	385.3
NM_008938	***Prph2***	Peripherin 2	1448.2	367.1
NM_026358	***4930583H14Rik***	Unknown	407.3	362
NM_016774	*Atp5b*	ATP synthase H^+^ transporting mitochondrial F1 complex β polypeptide	315.2	352.1
NM_001038664	*Gngt2*	Guanine nucleotide binding protein γ transducing activity polypeptide 2	22.6	337.8
NM_010106	*Eef1a1*	Eukaryotic translation elongation factor 1 α 1	265	328.6

As photoreceptors constitute almost 70% of cells in P21 WT and *Nrl^−/−^* retina, the high expressed genes (in bold) likely encode proteins associated with general photoreceptor function/metabolism. 

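*Prph2*, which encodes a structural protein of outer segment discs, had an FPKM of 1449 ± 78.7 (SD, n = 3) in WT and 366 ± 5.09 (SD, n = 3) in *Nrl-/-* retina, and its partner *Rom1* was at 949 ± 47.9 and 229 ± 7.18. *Rbp3*, which encodes the retinoid carrier of the space around photoreceptors, was at 887 ± 78.2 and 1027 ± 80.1, a difference that did not pass the test on the deposited scale (adjusted p = 0.078 from limma) and did with quantile normalization (log2 fold change 1.46) and without WT replicate 1 (adjusted p = 0.029). In *Nrl-/-* retina the cone G protein subunit *Gnb3*, at 786 ± 21.8 against 103 ± 9.14 in WT, and the cone phosphodiesterase subunit *Pde6h*, at 635 ± 15.5 against 90.6 ± 13.5, were among the 6 highest transcripts. The chaperone gene *Aipl1* and the synaptic vesicle gene *Syp* were higher by 0.72 and 0.64 on the log2 scale. *Glul*, the glutamine synthetase of Müller glia, was at 545 ± 19.6 and 530 ± 31.3 (adjusted p = 0.64). Of the 25 highest WT transcripts, 21 were lower in *Nrl-/-* retina, 2 higher and 2 neither, and of the 25 highest *Nrl-/-* transcripts 17 were higher, 6 lower and 2 neither. There were 10 transcripts in both sets. The 25 highest transcripts of each genotype held 13.4 ± 0.133% of the summed FPKM of WT and 7.67 ± 0.105% of that of *Nrl-/-* libraries (SD, n = 3). From the share of photoreceptors among retinal cells, the paper proposes that genes high in both genotypes serve general photoreceptor function or metabolism.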

WT=wild type

### Rod and cone photoreceptor enriched genes

We then focused on DEGs between the *Nrl^−/−^* and WT retinas. A total of 1,422 transcripts, corresponding to 1,218 unique genes, showed a minimum fold change of 1.5 at p≤0.05. 

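All 24 genes of the rod list were lower in *Nrl-/-* retina and 15 of the 16 cone genes were higher, with the same counts adjusted over the list alone. Against all other genes, camera gave an adjusted p of 2.9e-40 for the rod list and 1.5e-14 for the cone list, and with an estimated correlation 0.034 and 0.32. Over the other camera settings the values ran from 6.9e-45 to 2.6e-31 and from 1.1e-18 to 5.3e-12. By fry they were 4.8e-07 and 1.9e-05. On the rod side, *Gnb1*, a subunit of the rod G protein, had an FPKM of 487 ± 8.91 (SD, n = 3) in WT and 23.5 ± 0.487 (SD, n = 3) in *Nrl-/-* retina. The log2 fold changes of *Gucy2f*, *Cngb1*, *Fscn2* and *Pde6a*, genes of rod phototransduction and outer segment structure, were -4.51, -4.39, -3.81 and -3.60. The smallest rod change was that of *Sag*, the rod arrestin gene, at -0.48 (adjusted p = 0.0031), which lost its call with quantile normalization (adjusted p = 0.13). On the cone side, the pigment gene *Opn1sw* (NM_007538) went from 149 ± 10.8 to 2748 ± 139, a log2 fold change of 4.2 (standard error 0.07, adjusted p = 6.8e-10 from limma). *Cngb3*, *Pde6c*, *Gngt2* and *Gnat2*, of the cone transduction cascade, had log2 fold changes of 4.19, 3.91, 3.67 and 3.62, and the cone arrestin gene *Arr3* of 3.22. The thyroid hormone receptor gene *Thrb*, named after its values were seen, was the 1 cone gene not past the threshold. With FPKM summed per gene symbol, all 16 cone genes were higher. Of 21 photoreceptor transcription factor genes, 6 were higher and 7 lower, or 5 and 8 to 9 under the scalings (camera adjusted p = 0.086, from 0.048 without *Nrl-/-* replicate 1 to 0.20 over the settings), the lower ones led by *Nrl*, *Nr2e3*, *Esrrb* and the coactivator gene *Ppargc1b* (-2.70). By fry the adjusted p of the transcription factor list was 1.9e-05. *Crx*, which drives both rod and cone genes, was at 178 ± 8.46 in WT and 176 ± 9.27 in *Nrl-/-* retina (adjusted p = 0.86, and 0.042 with quantile normalization), and *Otx2* was higher by 0.65. Genes of the rod and cone lists overlap with those the paper names from these libraries, so their counts are not independent evidence.

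**Figure D2:**
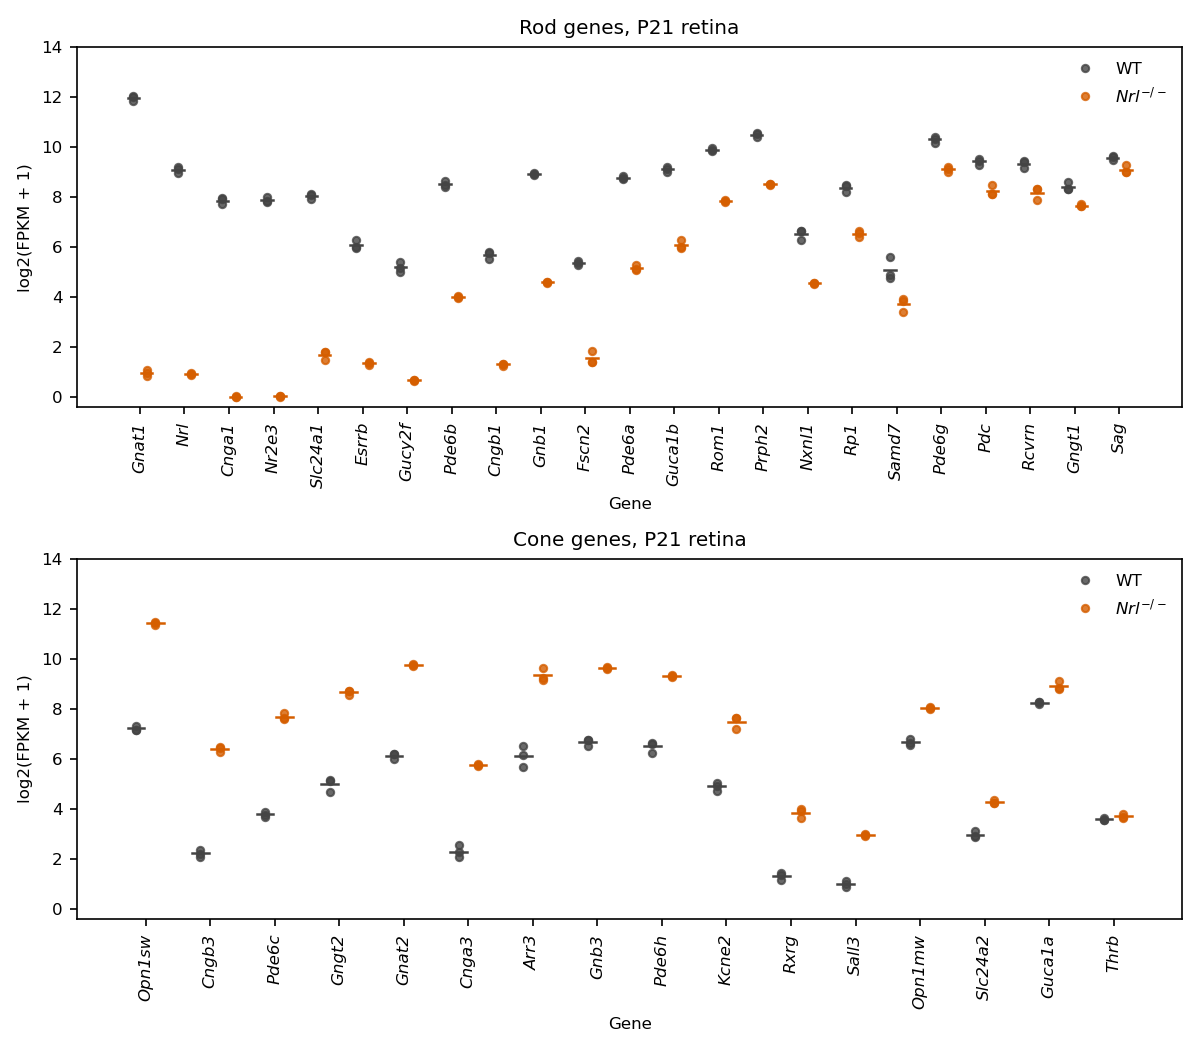
Expression as log2(FPKM + 1) (vertical axis) of 23 of the 24 genes of the rod list and the 16 genes of the cone list (horizontal axis) in P21 retina, with 1 point per library, 3 for each genotype, and a bar at the mean. The *Nrl-/-* libraries lie below the WT libraries for the rod genes from *Gnat1* to *Sag* and above them for the cone genes, least for *Thrb*.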

Hierarchical clustering of all differentially expressed transcripts resulted in two distinct clusters: one cluster of 477 genes downregulated in the *Nrl^−/−^* retina includes all known rod-specific genes such as rhodopsin (*Rho*; FC=-4,804), guanine nucleotide binding protein, alpha transducing 1 (*Gnat1*; FC=-2,034), and nuclear receptor subfamily 2, group E, member 3 (*Nr2e3*; FC=-227.5; Figure 5A and Table 8); and the other cluster of 741 upregulated genes had all cone-specific genes such as opsin 1, short-wave-sensitive (*Opn1sw*; FC=18.4), cyclic nucleotide gated channel beta 3 (*Cngb3*; FC=18.1), and *Gnat2* (FC=12.2; Figure 5B and Table 9).

**Figure 5:**
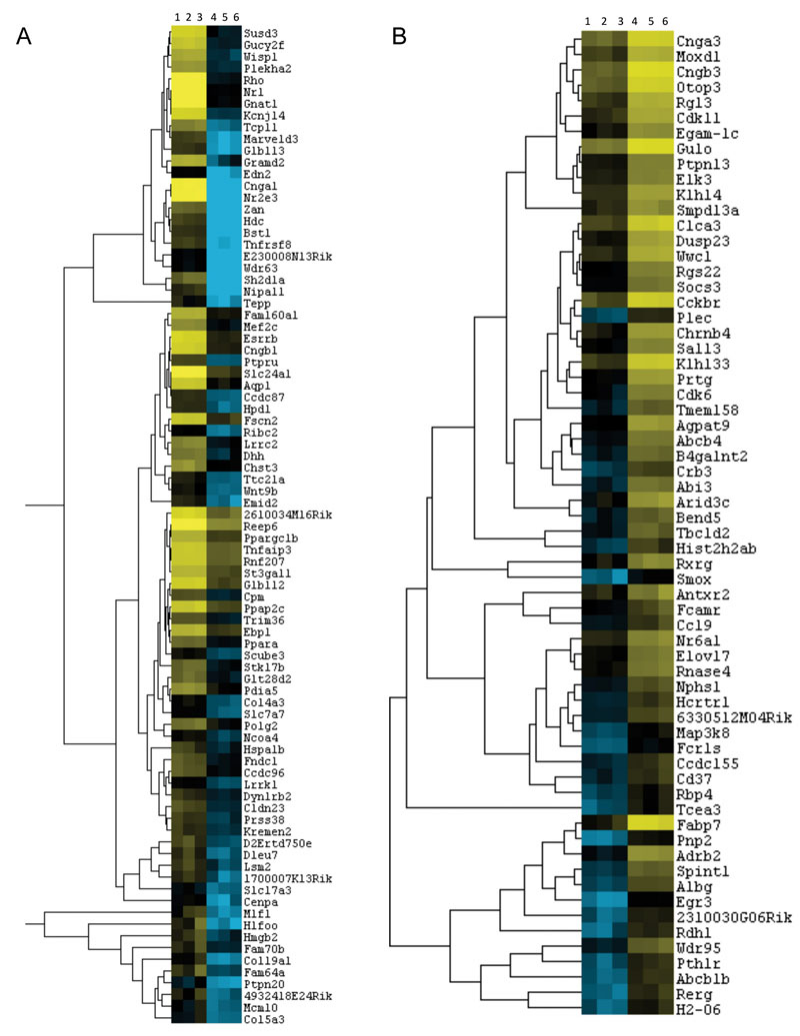
Heatmaps and hierarchical clusters of differentially expressed rod-specific genes and cone-specific genes or those involved in retinal remodeling. Heatmaps with dendrograms of clusters of differentially expressed rod genes (**A**) and cone / retinal remodeling genes (**B**) by applying hierarchical clustering. A filtered list of mRNA transcript isoforms was further revised for fold change ≥1.5 and p-value <0.05, and duplicate gene symbol rows were deleted to retain the most expressed isoform as reflective of the gene. This list was used to generate the heatmap and the master cluster. Specific clusters of rod specific genes and cone-specific or retinal remodeling genes were identified as clusters containing known rod genes (e.g., Rhodopsin [*Rho*], guanine nucleotide binding protein, alpha transducing 1 [*Gnat1*], cyclic nucleotide gated channel alpha 1 [*Cnga1*], and nuclear receptor subfamily 2, group E, member 3 [*Nr2e3*]) and cone genes (e.g., fatty acid binding protein 7, brain [*Fabp7*], cyclic nucleotide gated channel alpha 3 [*Cnga3*], cyclic nucleotide gated channel beta 3 [*Cngb3*]). Columns 1, 2, and 3 are wild-type samples, and columns 4, 5, and 6 are *Nrl^−/−^* samples.

**Table 8:** Top 25 transcripts down-regulated in *Nrl^−/−^* retina compared to WT.

**Transcript**	**Gene ID**	**Gene name**	**WT FPKM**	**Nrl^−/−^ FPKM**	**FC**
NM_145383	Rho	Rhodopsin	8135.4	1.7	−4803.93
NM_008140	Gnat1	Guanine nucleotide binding protein γ transducing activity polypeptide 1	4011.7	2	−2033.85
NM_001136074	Nrl	Neural retina leucine zipper	545	1.9	−284.05
NM_007723	Cnga1	Intracellular cGMP activated cation channel	232.3	1	−229.13
NM_013708	Nr2e3	Nuclear receptor subfamily 2 group E member 3	237.2	1	−227.54
NM_144813	Slc24a1	Solute carrier family 24 member 1 (sodium-potassium-calcium exchanger 1)	263.2	3.2	−81.57
NM_145963	Kcnj14	Potassium inwardly-rectifying channel subfamily J member 14	63.6	1.4	−44.02
NM_139292	Reep6	Receptor accessory protein 6	317.4	8.6	−36.76
NM_025491	Susd3	Sushi domain containing 3	58.1	1.7	−34.06
NM_011934	Esrrb (isoform 1)	Estrogen-related receptor β	67.2	2.6	−26.17
NM_001007576	Gucy2f	Guanylate cyclase 2f	36.5	1.6	−22.78
NM_008806	Pde6b	Phosphodiesterase 6B cGMP-specific rod β	364.6	16.2	−22.32
NM_001195413	Cngb1	Cyclic nucleotide gated channel β 1	52.3	2.5	−21.11
NM_001160017	Gnb1 (isoform 3)	Guanine nucleotide binding protein β polypeptide 1	487.8	24.4	−19.97
NM_008736	Nrl	Neural retina leucine zipper	20	1	−19.97
NM_008142	Gnb1 (isoform 1)	Guanine nucleotide binding protein β polypeptide 1	349.7	17.9	−19.7
NM_007472	Aqp1	Aquaporin 1	42.5	2.2	−19.56
NM_001160016	Gnb1 (isoform 2)	Guanine nucleotide binding protein β polypeptide 1	352.1	18.1	−19.29
NM_153803	Glb1l2	Galactosidase, β 1-like 2	55.7	3.5	−16.11
NM_001159500	Esrrb (isoform 2)	Estrogen-related receptor β	22.5	1.5	−15.03
NM_172802	Fscn2	Fascin homolog 2, actin-bundling protein, retinal	41.6	3	−14.03
NM_001033498	Gramd2	Member of the GRAM domain containing family	20.3	1.4	−14.03
NM_027001	2610034M16Rik	Unknown	69.6	5.1	−13.64
NM_018865	Wisp1	WNT1 inducible signaling pathway protein	17.8	1.4	−12.21
NM_146086	Pde6a	Rod photoreceptor cGMP phosphodiesterase α subunit	433.5	35.8	−12.13

Many of the genes down-regulated in *Nrl^−/−^* retina represent rod-specific transcripts, whereas upregulated genes include those associated with cone function and retinal remodeling.

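Beyond the rods and cones, *Cabp5*, a calcium binding protein of rod and cone bipolar cells, had an FPKM of 38.0 ± 3.52 (SD, n = 3) in WT and 162 ± 5.75 (SD, n = 3) in *Nrl-/-* retina, and *Grm6*, the glutamate receptor gene of ON bipolar cells, was higher by 0.66 on the log2 scale. Of 19 rod and ON bipolar genes 9 were higher and 1 lower (11 and 2 adjusted over the list alone), against 4 to 5 higher and 3 lower under the scalings, 7 and 2 without WT replicate 3, 5 and 2 without *Nrl-/-* replicate 1, 5 and 1 without *Nrl-/-* replicate 2 and 10 and 2 with the replicate block. The split of 19 cone bipolar genes was 6 higher and 2 lower, with the otoraplin gene *Otor* at 0.85, against 2 to 4 and 2 under the scalings and 3 and 1 without *Nrl-/-* replicate 1. Among 11 horizontal cell genes 2 were higher and 1 lower, or 1 and 1 under the scalings and without *Nrl-/-* replicate 1, 1 and 0 without *Nrl-/-* replicate 2 and 2 and 0 without *Nrl-/-* replicate 3, with *Sall3*, also a regulator of cone opsin genes, at 1.97. Few amacrine and ganglion cell genes were called, with 2 of 24 higher (0 adjusted over the list alone) and with 3 of 21 higher and 2 lower (2 and 2 adjusted over the list alone). Under the scalings 0 to 2 amacrine genes were higher and 2 lower, and 0 ganglion cell genes higher and 3 to 4 lower. The amacrine genes were 2 higher and 3 lower without WT replicate 3, 0 and 0 without *Nrl-/-* replicate 2 and 1 and 0 without *Nrl-/-* replicate 3, and the ganglion cell genes 3 and 1 without WT replicate 1, 2 and 1 without WT replicate 3 or *Nrl-/-* replicate 1, 3 and 0 without *Nrl-/-* replicate 2 and 2 and 0 without *Nrl-/-* replicate 3. Müller glia genes were 12 higher and 3 lower of 28 (13 and 4 adjusted over the list alone), with *Hes5* and *Notch1* of the Notch pathway at 1.05 and 0.95, against 8 higher and 6 lower under the scalings, 8 and 1 without *Nrl-/-* replicate 2 and 10 and 1 without *Nrl-/-* replicate 3. Astrocyte genes were 2 higher and 1 lower of 9, or 2 and 1 to 2 under the scalings and 2 and 2 without WT replicate 1, with the glutamate transporter gene *Slc1a2* at 0.99. Among 23 vascular genes 6 were higher and 2 lower, with *Ly6c1* at 0.60 and *Kdr*, a receptor for vascular growth factor, at -0.44, and 1 was lower without WT replicate 1, WT replicate 3 or any 1 of the *Nrl-/-* replicates. The ordinary linear model called 3 higher and 1 lower of the rod and ON bipolar genes, 3 and 2 of the cone bipolar, 5 and 1 of the Müller, 1 and 0 of the astrocyte, 5 and 1 of the vascular, 3 and 0 of the horizontal, 0 and 0 of the amacrine and 2 and 0 of the ganglion cell genes. In camera these lists had an adjusted p of 0.27 (rod and ON bipolar), 0.32 (ganglion), 0.38 (amacrine), 0.68 (Müller), 0.78 (cone bipolar and vascular), 0.84 (astrocyte) and 0.87 (horizontal). By fry it was 0.014 (rod and ON bipolar, and Müller), 0.028 (horizontal), 0.043 (astrocyte), 0.11 (vascular), 0.47 (cone bipolar) and 0.94 (amacrine and ganglion). As a background for these counts, 38.6% of 11768 genes not within 10 Mb of *Nrl* were past the adjusted p on the deposited scale. Of 15142 mRNA transcripts 4047 were higher and 1522 lower. The paper states that the lower genes include rod-specific transcripts and the higher genes those of cone function and retinal remodeling.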

**Table 9:** Top 25 transcripts upregulated in *Nrl^−/−^* retina compared to WT.

**Transcript**	**Gene ID**	**Gene title**	**WT FPKM**	**Nrl^−/−^ FPKM**	**FC**
NM_021272	Fabp7	Fatty acid binding protein 7 brain	2.5	62.7	24.59
NM_007538	Opn1sw	Opsin 1 short-wave-sensitive	149.1	2740.1	18.38
NM_013927	Cngb3	Cyclic nucleotide gated channel β 3	4.7	85.6	18.13
NM_033614	Pde6c (isoform 1)	Phosphodiesterase 6C, cGMP-specific, cone, α prime	12.6	199.5	15.78
NM_001170959	Pde6c (isoform 2)	Phosphodiesterase 6C, cGMP-specific, cone, α prime	13.8	207.9	14.93
NM_001038664	Gngt2 (isoform 2)	Guanine nucleotide binding protein γ transducing activity polypeptide 2	22.6	337.8	14.93
NM_001166651	Klhl33	Kelch-like 33	3	42.2	14.03
NM_007627	Cckbr	Cholecystokinin B receptor	3.6	50.2	13.83
NM_017474	Clca3	Chloride channel calcium activated 3	3.4	46.2	13.64
NM_027132	Otop3	Otopetrin 1 homolog	4.4	56.5	12.82
NM_023121	Gngt2 (isoform 1)	Guanine nucleotide binding protein γ transducing activity polypeptide 2	32	407.3	12.73
NM_178747	Gulo	L gulonolactone oxidase	6.5	82.7	12.64
NM_008141	Gnat2	Guanine nucleotide binding protein γ transducing activity polypeptide 2	70.5	861.1	12.21
NM_145574	Ccdc136	Coiled-coil domain containing 136	17.6	213.8	12.13
NM_009918	Cnga3	Cyclic nucleotide gated channel α 3	5	54.6	11
NM_133205	Arr3	Arrestin 3, retinal	69.6	652.6	9.32
NM_184053	Calu	Calumenin, a calcium ion binding protein	14.8	131.6	8.82
NM_183224	Fam19a3	Family with sequence similarity 19, member A3	30.7	266.9	8.69
NM_010164	Eya1	Eyes absent 1 homolog	1.4	12.6	8.63
NM_001201378	Ccdc136	Coiled-coil domain containing 136	16.6	142	8.51
NM_025659	Abi3	ABI gene family, member 3	1.4	11.5	8.28
NM_013848	Ermap	Erythroblast membrane-associated protein	1.2	9.8	8
NM_133167	Parvb	Parvin β	9	71.5	7.94
NM_007419	Adrb1	Β-1 adrenergic receptor	6.5	50.2	7.73
NM_138653	Bspry	B-box and SPRY-domain containing (zetin-1)	1.4	10.6	7.73

Many of the genes down-regulated in *Nrl^−/−^* retina represent rod-specific transcripts, whereas upregulated genes include those associated with cone function and retinal remodeling.

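Among genes tied to retinal stress and remodeling, *Hsph1* and *Hspa5*, which encode chaperones of the cytosol and the endoplasmic reticulum, went from an FPKM of 10.7 ± 1.36 (SD, n = 3) to 36.2 ± 3.26 (SD, n = 3) and from 37.6 ± 4.51 to 86.6 ± 9.68 in *Nrl-/-* retina. Of 26 heat shock and protein folding genes 19 were higher and 2 lower (20 and 2 adjusted over the list alone), and the inducible *Hspa1b* was at -1.0. The camera adjusted p of this list was 0.0030, from 1.3e-04 to 0.013 over the settings, and 0.91 with an estimated correlation. The antigen presentation genes *H2-K1* (0.88) and *H2-Q6* (0.97) were among 7 of 12 higher and 0 lower genes of MHC class I, and the list passed camera (adjusted p = 0.048) but not with an estimated correlation (0.91), nor without WT replicate 1 (0.092), WT replicate 2 (0.11) or *Nrl-/-* replicate 3 (0.077), with a range of 0.0033 to 0.28 over the settings. Interferon response genes, with the RNA sensor gene *Ddx58* at 0.56, were 7 higher and 0 lower of 21 (camera adjusted p = 0.091), and passed under the 4 scalings (0.013 to 0.016) without *Nrl-/-* replicate 2 (0.0027) and with the replicate block (0.037), with 0.58 at the other end of its range. Higher interferon genes were 4 to 5 under the scalings, 3 without *Nrl-/-* replicate 1, 13 without *Nrl-/-* replicate 2 and 4 without *Nrl-/-* replicate 3. Of 18 genes of microglia and macrophages 11 were higher and 0 lower, with *Cd37* at 0.94 and *Fcrls* at 0.60 (camera adjusted p = 0.098, under the scalings 0.028 to 0.038, without *Nrl-/-* replicate 2 0.024, and 0.64 at most). Without *Nrl-/-* replicate 1, 5 of these were higher, and without *Nrl-/-* replicate 3, 7. Complement genes were 6 higher and 1 lower of 10, with the regulator gene *Cd59a* at 0.71, and 0 were lower without WT replicate 2, WT replicate 3 or any 1 of the *Nrl-/-* replicates, or with the replicate block. The gliosis list had 7 higher and 2 lower of 22, or 3 to 5 and 2 under the scalings, with *Stat3* at 0.79 and *Edn2*, the endothelin of stressed photoreceptors, at -0.93. Its split was 4 and 1 without WT replicate 2 or *Nrl-/-* replicate 1, 7 and 1 without WT replicate 3, 5 and 1 without *Nrl-/-* replicate 2 and 4 and 2 without *Nrl-/-* replicate 3. In the outer limiting membrane and polarity list, 12 genes were higher and 3 lower of 19 (13 and 3 adjusted over the list alone, 5 to 6 and 3 to 4 under the scalings, 7 and 2 without *Nrl-/-* replicate 1 or 2), with the junction gene *Jam3* at 2.27 and the polarity gene *Crb2* at -1.17. Extracellular matrix genes were 8 higher and 4 lower of 29, or 4 and 4 under the scalings and without WT replicate 2, 5 and 4 without WT replicate 1 and 3 and 4 without *Nrl-/-* replicate 1 or 2, with the tenascin gene *Tnc* at 0.73 and *Col19a1* at -1.04. Apoptosis genes were 5 higher and 2 lower of 22 (4 and 2 adjusted over the list alone, 3 to 4 and 3 under the scalings, 7 and 1 without WT replicate 2, 4 and 1 without *Nrl-/-* replicate 1), with *Trp53* at 0.67 and *Bcl2l11* at -0.59. The camera adjusted p was 0.20 for the polarity list, 0.42 for complement, 0.63 for gliosis, 0.71 for the extracellular matrix and 0.79 for apoptosis. By fry it was 2.1e-04 for the polarity list, 0.015 for complement, 0.090 for gliosis, 0.65 for the extracellular matrix and 0.012 for apoptosis. The fry value was 0.0071 for heat shock and protein folding, 0.014 for microglia and macrophages, 0.023 for MHC class I and 0.072 for the interferon response. The ordinary linear model called 4 higher genes of MHC class I, 3 of the interferon response, 6 of microglia and macrophages, 3 of complement, 4 of gliosis and 5 of the extracellular matrix, and 4 higher and 4 lower of apoptosis. These counts too stand against a background of 38.6% of genes past the adjusted p on the deposited scale, more of them higher than lower.

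**Figure D3:**
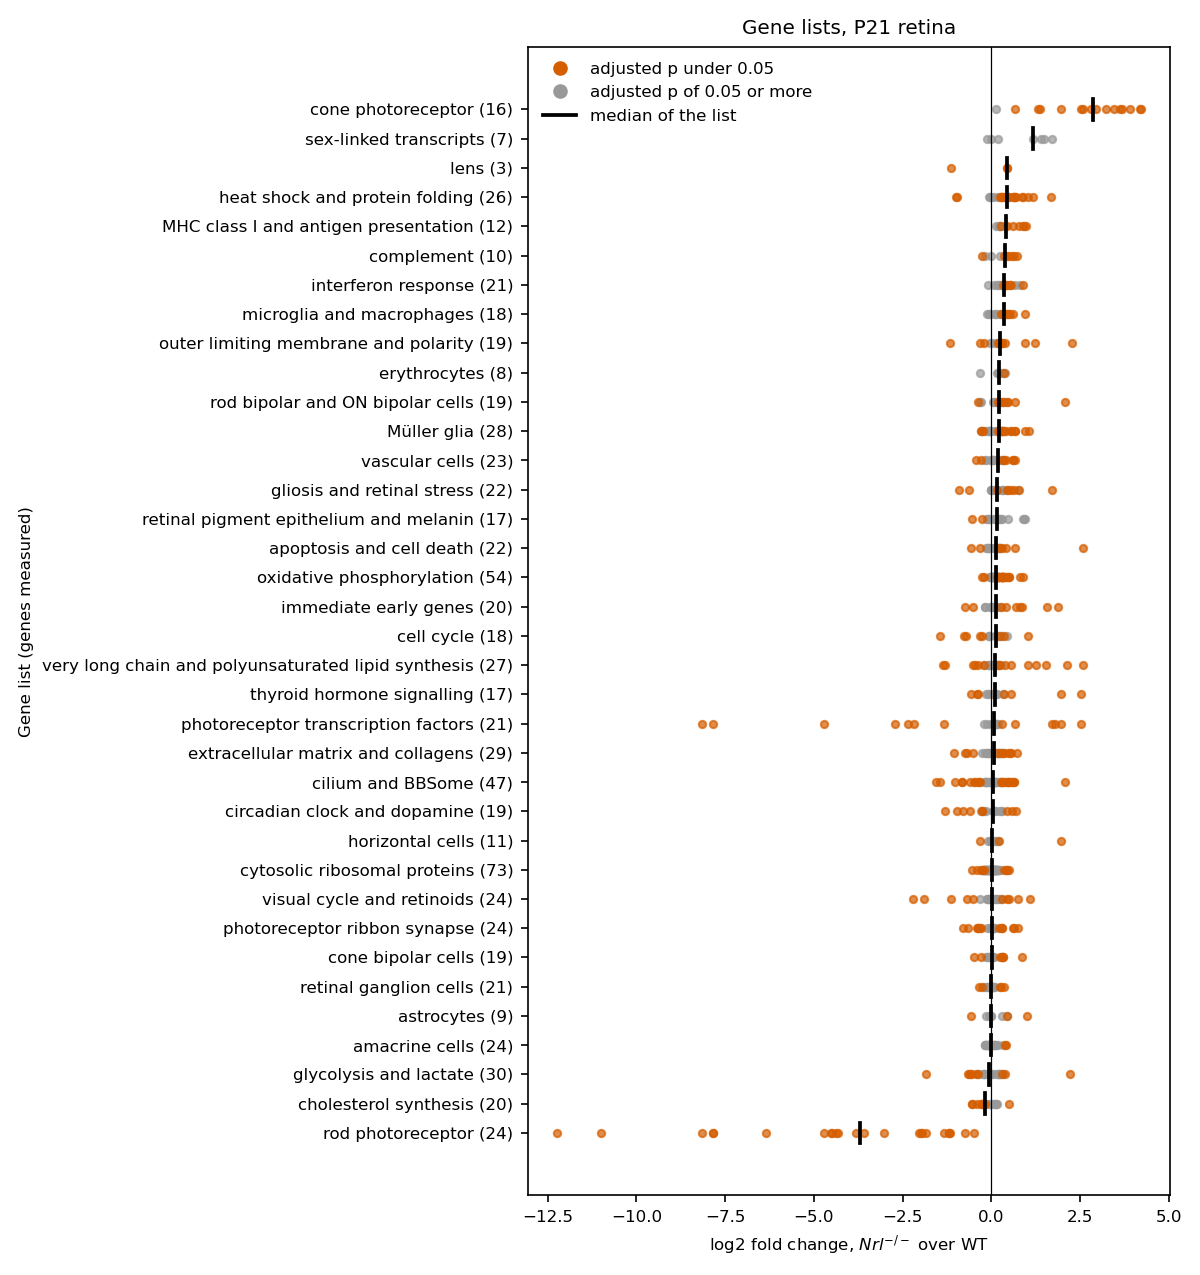
Log2 fold changes of *Nrl-/-* over WT retina (horizontal axis) of the genes of the 36 lists with a measured gene (vertical axis, number of measured genes in parentheses), with 1 point per gene colored by its adjusted p from limma and a bar at the median of the list. The median lies at -3.71 for the rod list and at 2.87 for the cone list, with the same sign under each scaling, and the medians of the other lists lie nearer to 0.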

We then compared our DEG list with two published studies that examined WT and *Nrl^−/−^* retinas: a recent transcript-level RNA-seq analysis that included 6,123 DETs [54] and a gene-level microarray analysis showing 438 DEGs [38] (Figure 6). To obtain the list of DEGs from the Mustafi et al. [55] data set, we performed ANOVA on their FPKM data from GEO database. Interestingly, the DEGs lists from the three studies had only 203 common genes including many previously identified genes specifically expressed in cone (fatty acid binding protein 7, brain [*Fabp7*], *Opn1sw*, *Cngb3*, and *Gnat2*) or rod (*Rho*, *Gnat1*, cyclic nucleotide gated channel alpha 1 [*Cnga1*], and *Nr2e3*) photoreceptors. To assess the power of RNA-seq to more comprehensively identify DETs than microarray, we examined the list of 634 genes identified in common by the RNA-seq studies but not by the microarray study. This list included 18 retinal disease genes (ATP-binding cassette, sub-family A (ABC1), member 4 [*Abca4*], cadherin 23 (otocadherin) [*Cdh23*], ADP-ribosylation factor-like 6 [*Arl6*], Bardet-Biedl syndrome 9 (human) [*Bbs9*], calcium binding protein 4 [*Cabp4*], cyclic nucleotide gated channel alpha 3 [*Cnga3*], G protein-coupled receptor 98 [*Gpr98*], guanylate cyclase activator 1a (retina) [*Guca1a*], opsin 1 (cone pigments), medium-wave-sensitive (color blindness, deutan) [*Opn1mw*], orthodenticle homolog 2 (Drosophila) [*Otx2*], phosphodiesterase 6G, cGMP-specific, rod, gamma [*Pde6g*], peripherin 2 [*Prph2*], retinol binding protein 4, plasma [*Rbp4*], retinol dehydrogenase 1 (all trans) [*Rdh1*], regulator of G-protein signaling 9 binding protein [*Rgs9bp*], unc-119 homolog (C. elegans) [*Unc119*], Usher syndrome 2A (autosomal recessive, mild) homolog (human) [*Ush2a*], and whirlin [*Whrn*]) and several known genes involved in visual perception (guanylate cyclase 2e [*Gucy2e*], guanylate cyclase 2f [*Gucy2f*], recoverin [*Rcvrn*], RAR-related orphan receptor beta [*Rorb*], and sal-like 3 (Drosophila) [*Sall3*]). 

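Among the 18 disease genes the largest changes were those of *Cnga3*, a subunit of the cone channel mutated in achromatopsia, with an FPKM of 3.99 ± 0.819 (SD, n = 3) in WT and 53.5 ± 1.92 (SD, n = 3) in *Nrl-/-* retina, and *Prph2*, at a log2 fold change of -1.98. The medium-wave pigment gene *Opn1mw* went from 102 ± 9.73 to 264 ± 4.84, and *Pde6g*, the inhibitory subunit of the rod phosphodiesterase, from 1272 ± 111 to 554 ± 40.4. *Rgs9bp*, which anchors the complex that turns off transduction, and *Abca4*, the retinoid transporter of Stargardt disease, had log2 fold changes of -1.19 and -1.15. The Usher syndrome genes went both ways, *Gpr98* at -1.03 and *Whrn* at 0.63, as did the Bardet-Biedl syndrome genes *Bbs9*, at -0.83, and *Arl6*, at 0.65. Of the disease genes, 17 of the 18 were in the mRNA table, where *Cdh23* was not listed. In this set 8 were higher and 9 lower at an adjusted p under 0.05 from limma, with the same counts adjusted over the list alone. The genes were selected as differentially expressed in these libraries, so the count is not independent evidence. The cilium, visual cycle and ribbon synapse lists were chosen after reading the paper. They share *Gpr98*, *Abca4*, *Rdh1* and *Cabp4* with the disease genes, so they are not separate from them. Of 47 genes of the cilium and BBSome 13 were higher and 11 lower (11 to 12 and 12 to 14 under the scalings), with the cadherin gene *Pcdh15* at 2.06, *Arl13b* at -1.57 and *Bbs7* at -1.46. In the visual cycle 5 of 24 were higher and 5 lower (4 to 5 and 6 to 7 under the scalings), with the retinol dehydrogenase genes *Dhrs3* at -2.20, *Rdh12* at -1.91 and *Rdh1* at 1.08. Ribbon synapse genes were 6 higher and 7 lower of 24 (4 to 5 and 8 to 9 under the scalings), with *Cplx3*, a regulator of release, at 0.75. Camera gave these lists an adjusted p of 0.27, 0.16 and 0.30, and the visual cycle list ran from 0.022, without WT replicate 3, to 0.54 over the settings.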

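*Glb1l2* (NM_153803), which encodes a beta-galactosidase-like protein, had an FPKM of 54.7 ± 3.52 (SD, n = 3) in WT and 2.46 ± 0.258 (SD, n = 3) in *Nrl-/-* retina, a log2 fold change of -4.01 (standard error 0.07, adjusted p = 9.6e-10 from limma). *Gramd2*, of the GRAM domain family, went from 19.2 ± 1.66 to 0.452 ± 0.256. The sulfotransferase gene *Chst3*, the hedgehog ligand gene *Dhh* and the small GTPase gene *Arl4d* had log2 fold changes of -2.26, -2.02 and -1.84. In the other direction, the phosphatase gene *Dusp23* went from 1.29 ± 0.0975 to 13.5 ± 1.68 and the kinase gene *Cdkl1* from 1.78 ± 0.302 to 15.8 ± 0.512. *Tph1*, which encodes the first enzyme of serotonin synthesis, had a log2 fold change of 2.22, the glycogen phosphorylase gene *Pygm* of 2.21 and the cell cycle kinase gene *Cdk6* of 2.02. All 5 rod candidates were lower and all 7 cone candidates, which also include *Sall3* and *Egr1*, were higher at an adjusted p under 0.05, with the same counts adjusted over the list alone. The study picked these genes from the same libraries, so the counts are not independent evidence.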

Several genes showing large differential expression values might participate in rod homeostasis (galactosidase, beta 1-like 2 [*Glb1l2*] FC=-14.02, GRAM domain containing 2 [*Gramd2*] FC=-14.0, carbohydrate (chondroitin 6/keratan) sulfotransferase 3 [*Chst3*] FC=-4.8, desert hedgehog [*Dhh*] FC=-4.1, and ADP-ribosylation factor-like 4D [*Arl4d*] FC=-3.6) and cone function (dual specificity phosphatase 23 [*Dusp23*] FC=6.3, cyclin-dependent kinase 11B [*Cdkl1*] FC=6.1, tryptophan hydroxylase 1 [*Tph1*] FC=4.7, muscle glycogen phosphorylase [*Pygm*] FC=4.6, cyclin-dependent kinase 6 [*Cdk6*] FC=4.0, *Sall3* FC=3.9, and early growth response 1 [*Egr1*] FC=3.7).

**Figure 6:**
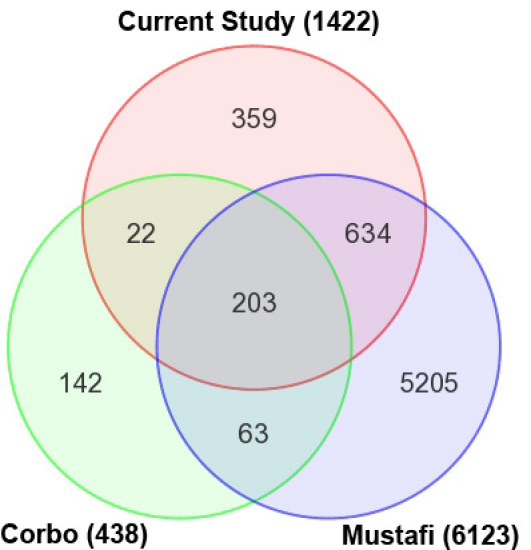
Comparison of the current and previous data sets of differentially expressed transcripts of *Nrl^−/−^* versus wild type (WT) mouse retina. Overlap between the differentially expressed transcripts (DETs) identified in the current study and previous studies using mouse retinas from the same age and genotype was determined using the Mouse Genome Informatics (MGI) gene symbol as the identifier. The current study includes all mRNA transcripts identified with the Burrows-Wheeler Aligner (BWA) workflow (fold change ≥1.5 and p value <0.05). The 438 DETs of an Affymetrix microarray study [38] and 6,123 DETs from another RNA-seq study [54] with similar criteria were used for comparison with our study. Of the 438 DETs from the Corbo et al. [38] study, 157 transcripts are not significantly differentially expressed in our data, 11 are expressed below the fragments per kilobase of exon model per million mapped reads (FPKM) detection threshold of 1.0, and 38 do not map to the current annotations. Of the 6,123 DETs from the Mustafi et al. [54] study, 4,858 transcripts are not significantly differentially expressed in our study, 348 are expressed below our FPKM detection threshold of 1.0, and 62 do not map to the current annotations.

Our RNA-seq data allowed us to identify 359 genes not identified in previous investigations. To further assess the quality of our analysis, we performed qRT–PCR validation of 15 genes identified by other studies (but not in our study) as differentially expressed and of 7 genes uniquely identified by our study (but not by other studies; Table 10). Of the 15 genes identified by other studies, only three (ATP-binding cassette, sub-family A (ABC1), member 13 [*Abca13*], CD8 antigen, alpha chain [*Cd8a*], and acyl-CoA oxidase-like [*Acoxl*]) were confirmed with qRT–PCR as being differentially expressed. We also detected these three as differentially expressed but had filtered them out because of FPKM values that were less than 1.0 in all samples. 

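Of the 12 genes from the other studies that the mRNA table lists, 4 were higher in *Nrl-/-* retina at an adjusted p under 0.05 from limma, *Dynlt3*, *Pip5k1a*, *Rab18* and *Ctss*, and 1 was lower, *Drd4* (also 4 and 1 adjusted over the list alone). The dynein light chain gene *Dynlt3* had a log2 fold change of 0.55 (adjusted p = 5.8e-04), the lipid kinase gene *Pip5k1a* of 0.43 (adjusted p = 7.0e-04), the vesicle GTPase gene *Rab18* of 0.37 (adjusted p = 0.0012) and the protease gene *Ctss* of 0.37 (adjusted p = 0.012). *Ctss* was not past the threshold without *Nrl-/-* replicate 1 (adjusted p = 0.060). *Drd4*, the dopamine receptor gene of photoreceptors, had an FPKM of 39.7 ± 7.71 (SD, n = 3) in WT and 20.9 ± 8.18 (SD, n = 3) in *Nrl-/-* retina (log2 fold change -0.96, adjusted p = 0.023), and was the only 1 of the 12 to change by 1.5-fold or more. Its adjusted p was 0.081 without WT replicate 1, 0.069 without WT replicate 3, 0.16 by an ordinary linear model and 0.060 with a robust prior, and its log2 fold change was -0.59 without *Nrl-/-* replicate 3. The other 7, *Amz2*, *Klf9*, *Sema7a*, *Txnip*, *Cox5b*, *Rpgrip1* and *Neurod1*, lay between -0.06 and 0.19 for the transcripts of Table 10, with the signs of *Amz2* and *Rpgrip1* turned by the scalings, and did not pass the test (adjusted p = 0.067 to 0.98), though *Klf9* did without *Nrl-/-* replicate 3 (adjusted p = 0.039) and *Sema7a* without WT replicate 3 (adjusted p = 0.048). Adjusted over all the Table 10 genes of both groups, *Sema7a* and *Neurod1* did pass (adjusted p = 0.040 and 0.046). An ordinary linear model called 3 of the 12 higher and 0 lower. *Abca13*, *Cd8a* and *Acoxl* are not in the BWA mRNA table, and no value is given for *Abca13* and *Acoxl*. By TopHat, the authors' pooled FPKM of *Cd8a* was 0.0141 in WT and 1.25 in *Nrl-/-* retina (p = 0.61 from the authors' Cuffdiff). It has no replicates and was not tested here.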

Interestingly, the *Abca13* transcript detected in the retina had only sequence reads for exons 56 through 62. This finding was supported by qRT–PCR using two SYBR assays designed to exons 53/55 and exons 56/58. 

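*Klhl33* (NM_001166651), a Kelch-like gene on chromosome 14 from 51511064 to 51512930, had an FPKM of 2.02 ± 0.320 (SD, n = 3) in WT and 41.3 ± 1.93 (SD, n = 3) in *Nrl-/-* retina, a log2 fold change of 3.81 (standard error 0.08, adjusted p = 2.0e-09 from limma). *Wscd2*, which encodes a sulfotransferase-like protein, went from 4.73 ± 0.726 to 21.9 ± 2.16, the corepressor gene *Hr* from 15.4 ± 2.41 to 62.5 ± 8.40 and *Rgs22*, a regulator of G protein signaling, from 0.95 ± 0.0508 to 6.47 ± 0.238. *Plekhf2*, which encodes an endosomal protein, went from 36.8 ± 2.74 to 6.21 ± 1.99, a log2 fold change of -2.42 (standard error 0.16, adjusted p = 3.8e-06). *Klhl3*, an adaptor of a ubiquitin ligase, went from 7.62 ± 1.06 to 1.60 ± 0.118, and the coiled-coil gene *Ccdc24* from 65.9 ± 15.7 to 23.9 ± 1.54. These 4 rises and 3 falls all passed the adjusted p and the 1.5-fold threshold, adjusted over the list alone too, and under each setting run. The study chose the genes from these libraries, so the count is not independent evidence.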

All seven genes uniquely identified by our study were validated as significantly differentially expressed.

**Table 10:** Validation of selected genes from study comparisons by qRT–PCR

**Name**	**Transcript ID**	**qRT–PCR FC**	**Corbo FC**	**Mustafi FC**	**This report FC**	**p-value**	**WT FPKM**	**Nrl^−/−^ FPKM**
**Corbo**								
Abca13 exon 53/55	NM_178259	NA	−11.58	NA	−4.18	0.000278	0.75	0.18
Abca13 exon 56/58	NM_178259	−21.36	−11.58	NA	−4.18	0.000278	0.75	0.18
Amz2	NM_025275	1.09	−6.77	1.13	1.06	0.1122	15.06	16.13
Klf9	NM_010638	1.09	−2.6	−1.15	1.11	0.2481	29.7	33.12
Pip5k1a	NM_008847	1.43	50	1.03	1.35	0.0015	11.81	16.25
Sema7a	NM_011352	1.03	20	−1.39	1.13	0.0634	13.33	15.19
Txnip	NM_023719	−1.07	12.5	1	1.04	0.7347	2.17	2.01
**Mustafi**								
Cox5b	NM_009942	1.26	NA	−12.15	1.01	0.9342	18.31	18.24
Drd4	NM_007878	−1.23	NA	−8.72	−1.92	0.0764	39.6	20.92
Cd8a	NM_009857	11.5	NA	21.17	9.03	3.47E-06	0.08	0.73
Ctss	NM_021281	1.25	NA	6.92	1.29	0.0228	3.82	5.23
**Corbo-Mustafi**								
Acoxl	NM_028765	−28.6	−13.93	−34	−4.61	0.0291	0.28	0.06
Rpgrip1	NM_001168515	−1.3	−2.32	−1.83	1.06	0.1157	29.94	31.85
Dynlt3	NM_025975	1.28	5	3.45	1.46	0.0036	17.79	26.39
Rab18	NM_181070	1.37	3.23	3.31	1.29	0.0028	33.71	43.77
Neurod1	NM_010894	1.38	2.63	2.2	1.14	0.0888	168.51	192.86
**This report**								
Plekhf2	NM_175175	−5.88	NA	−1.35	−5.35	0.000428	37.77	7.21
Klhl3	NM_001195075	−6.9	NA	NA	−3.29	0.000101	8.62	2.6
Ccdc24	NM_001034876	−2.93	NA	NA	−2.64	0.0031	66.86	24.85
Rgs22	NM_001195748	11.24	NA	NA	3.84	5.93E-07	1.95	7.47
Hr	NM_021877	3.82	NA	1.25	3.89	0.000307	16.38	63.51
Wscd2	NM_177292	4.1	NA	1.13	4	0.000123	5.73	22.91
Klhl33	NM_001166651	27.12	NA	NA	14.03	2.34E-06	3.02	42.25

Differential expression of genes identified in three global profiling studies (Corbo, Mustafi and this report) was validated by qRT–PCR. Genes shown under the Corbo and Mustafi subheadings were identified in respective studies, but not in the current study. Corbo-Mustafi subheading indicates genes identified in both Corbo and Mustafi studies but not in the current report. The two genes, *Cd8a* and *Acoxl,* identified previously were differentially expressed by qRT–PCR but were filtered out of our sequencing data because of the low FPKM values observed. The gene *Abca13* was detected as only expressing the last 7 exons of the annotated sequence. qRT–PCR assays that distinguished between the two isoforms were able to confirm the differential expression of the last 7 *Abca13* exons. This gene was filtered out of our sequencing results because of the low FPKM value observed. All genes included in this report subheading were uniquely identified by the current study (and not in Corbo and Mustafi reports). FC, p-val, and FPKM values in this report are derived from the sequencing results reported here. Genes were selected as having the largest fold changes in each category and from current annotation in the latest mm9 Refseq build. All differentially expressed genes identified in this report could be validated by qRT–PCR. FC=fold change, NA=not applicable, FPKM=fragments per kilobase exon model per million reads.

The significantly lower number of DETs detected by our study compared to the Mustafi et al. study (2011; 1,422 versus 6,123, respectively) can be attributed to the following:

1. We used a stringent 1.0 FPKM cutoff that generated a list of genes with significant base level expression and fewer false positives than a lower expression level threshold. If we had decreased our threshold to 0.1 FPKM, we would have detected 975 more DETs; however, these genes are expressed at an extremely low level and their impact must be weighed against the increase in false positives. We chose a conservative criterion to identify significant and bona fide differentially expressed genes.

2. Mustafi et al. [54] pooled multiple RNA samples before generating the library and used the identical library on multiple lanes of the sequencer. Our experimental design consisted of libraries generated from individual biologic replicates that allowed us to eliminate the transcripts based on p-value.

Several DETs we identified might contribute to photoreceptor function but are not yet characterized; these include pleckstrin homology domain containing, family F (with FYVE domain) member 2 (*Plekhf2*; FC=-5.35), kelch-like 13 (Drosophila) [*Klhl3*] (FC=-3.3), NIPA-like domain containing 1 (*Nipal1*; FC=-2.8), and coiled-coil domain containing 24 (*Ccdc24*; FC=-2.6) in the WT retina, and kelch-like 33 (Drosophila) [*Klhl33*] (FC=14), WSC domain containing 2 (*Wscd2*; FC=4), hairless (*Hr*; FC=3.9) and regulator of G-protein signaling 22 (*Rgs22*; FC=3.8) in the *Nrl^−/−^* retina. 

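*Nipal1* (NM_001081205), which encodes a magnesium transporter, had an FPKM of 1.84 ± 0.326 (SD, n = 3) in WT retina and was listed at 0 in 2 of the 3 *Nrl-/-* libraries. Its log2 fold change, -1.49 (standard error 0.11, adjusted p = 6.5e-06 from limma), depends on the 1 added to the FPKM, since its *Nrl-/-* values are at or next to 0. Together with *Crxos1*, which is transcribed from the strand opposite *Crx*, the uncharacterized genes the paper names here and beside them were 5 higher and 4 lower in *Nrl-/-* retina, adjusted over the list alone too. They were picked from these libraries and are not independent evidence.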

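*Crxos1* (NM_001033638) lies on the plus strand of chromosome 7 from 16467966 to 16489379, next to the homeobox gene *Crx*, on the minus strand from 16451296 to 16465317. Its FPKM was 6.22 ± 1.18 (SD, n = 3) in WT and 18.2 ± 0.468 (SD, n = 3) in *Nrl-/-* retina, a log2 fold change of 1.42 (standard error 0.10, adjusted p = 7.5e-06 from limma). The annotated intervals of *Crxos1* and *Crx* do not overlap, but reads carry no strand here, so transcription of one gene running into the other cannot be told apart.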

We also identified Crx opposite strand transcript 1 (*Crxos1*; FC=4.1), which is exclusively expressed in the eye from the opposite strand of a key retinal transcription factor, cone-rod homeobox containing gene (*Crx*) [55]. An interesting new finding is the retinal expression of multiple genes from the Kelch-like family (Klhl3, 4, 5, 18, 33, 36), solute carrier family (>30 members), and zinc-finger protein family (>10 members). 

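Of 28 Kelch-like genes in the mRNA table, *Klhl33*, *Klhl4* (log2 fold change 2.28) and *Klhl5* (0.90) were higher and *Klhl3*, *Klhl18* (-1.01) and *Klhl36* (-0.79) lower at the paper's thresholds. At an adjusted p under 0.05 from limma with no minimum fold, 10 were higher and 5 lower, against 5 and 7 under each scaling, and 6 and 5 without *Nrl-/-* replicate 1. *Klhl7*, the gene of a dominant retinitis pigmentosa, was at 0.22 (adjusted p = 0.033), and not past the threshold under the scalings (adjusted p = 0.20 to 0.24), with the replicate block (0.053), nor without WT replicate 1 (0.072), WT replicate 2 (0.059), *Nrl-/-* replicate 1 (0.15) or *Nrl-/-* replicate 2 (0.077). The 225 solute carrier genes held 15 higher and 11 lower ones at the paper's thresholds (12 and 14 with quantile normalization, 10 and 15 with the other scalings, 17 and 18 with a pseudocount of 0.1), such as the organic anion transporter gene *Slco4a1* (-1.88), the sodium-calcium exchanger gene *Slc8a3* (1.75) and the glutamate transporter gene *Slc1a7* (1.30). At the adjusted p 57 were higher and 31 lower, against 34 to 35 and 41 to 42 under the scalings and 38 and 20 without *Nrl-/-* replicate 1. Of 322 zinc finger genes of the *Zfp* symbols, 5 were higher and 3 lower at the paper's thresholds (4 and 6 under each scaling, 11 and 6 with a pseudocount of 0.1), among them the RNA-binding *Zfp36l2*, from an FPKM of 17.2 ± 1.71 (SD, n = 3) in WT to 2.67 ± 0.171 (SD, n = 3), *Zfp472* (-1.37) and *Zfp608* (0.97). At the adjusted p 55 were higher and 34 lower, against 25 to 30 and 52 to 56 under the scalings, 33 and 19 without *Nrl-/-* replicate 1 and 30 and 20 without *Nrl-/-* replicate 2. *Zfp513*, the disease gene the paper names in this family, was at 0.18 and just short of the threshold (adjusted p = 0.050), which it passed without WT replicate 1 (0.043).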

Mutations in at least one gene from each family have previously been associated with retinal disease: Klhl7 with autosomal dominant RP [56], Slc24A1 with autosomal-recessive congenital stationary night blindness [57], and Znf513 with autosomal-recessive retinitis pigmentosa (RP) [58].

## Discussion

Specific patterns of gene expression define the morphology and function of distinct cell types and tissues. Changes in gene expression are associated with complex biologic processes, including development, aging, and disease pathogenesis. Until recently, such investigations focused on one or a few genes at a time. Advances in genomic technology have permitted simultaneous evaluation of most, if not all, genes that respond to an extrinsic microenvironment or intrinsic biologic program(s). Such studies are critical for delineating gene networks that can be targeted for treating specific diseases. RNA-seq allows comprehensive evaluation of transcriptomes, alternative transcripts, and coding polymorphisms. However, analyzing RNA-seq data has been challenging due to the complexity associated with quality control, sequence alignments, and handling of large data sets [59]. Several algorithms [45,60] have been proposed for mapping sequence reads to the reference genome, and multiple workflows [16,50] suggested for RNA-seq data analysis. Here, we report a detailed RNA-seq methodology using WT and *Nrl^−/−^* retinas as a study paradigm and establish the high performance of NGS technology compared to microarray and qRT–PCR platforms for transcript identification and quantification studies. Consistent with recent studies [61], our RNA-seq data demonstrate high sensitivity, a wider dynamic range of coverage, and lower technical variability.

Quantitative RT–PCR has long been considered the “gold standard” for mRNA quantification [62,63], and hence routinely used to validate results from transcriptome analysis studies. We show that FPKM values from RNA-seq analysis have a strong linear correlation across at least four orders of magnitude with Ct values from qRT–PCR. Expression of several HKGs is underestimated by RNA-seq because of the algorithmic limitation associated with alignment of reads that map to multiple genomic locations (paralogous sequences or pseudogenes). All of the outlying HKGs inspected had a lower-than-projected FPKM value due to varying numbers of associated pseudogenes [64-67]. For example, *Gapdh* has 331 pseudogenes in the mouse genome [64]. Our qRT–PCR data projected an FPKM value of approximately 4000 for *Gapdh*, yet the BWA workflow estimated an FPKM of only 6.6 in the WT retina (see Figure 3). This was also the case, but less severe, for *Pgk1*, *Rps26*, *Rpl13a*, and *ActB*. 

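For *Gapdh*, the glycolytic gene with many processed pseudogenes, the deposited BWA values gave an FPKM of 5.68 ± 0.589 (SD, n = 3) in WT and 3.46 ± 0.357 (SD, n = 3) in *Nrl-/-* retina, and the authors' pooled TopHat values are 49.9 and 42.4 for its highest transcript and 60.8 and 47.5 summed over its transcripts. *Pgk1* was at 17.0 ± 2.23 and 15.9 ± 1.11 by BWA and by TopHat at 29.6 and 44.4 for its highest transcript but 55.7 and 52.4 summed, so that the direction turned between the 2 measures. The ribosomal protein gene *Rps26* was at 22.0 ± 0.720 and 20.8 ± 0.231 by BWA, and at 28.8 and 28.1 by TopHat on either measure. *Rpl13a* was at 44.2 ± 1.79 and 43.5 ± 1.18 by BWA, and by TopHat at 31.6 and 40.4 for its highest transcript and 102 and 106 summed. *Actb* was at 135 ± 9.27 and 127 ± 10.6 by BWA, and by TopHat at 83.4 and 79.4 for its highest transcript and 176 and 161 summed, the first below and the second above BWA, as for *Rpl13a*. The prolyl isomerase gene *Ppia*, also rich in pseudogenes, was at 1.40 ± 0.467 and 1.67 ± 0.202 by BWA, and by TopHat at 40.3 and 52.8 for its highest transcript and 64.4 and 85.8 summed. The TopHat values have no replicates, so these differences between workflows were not tested.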

Current algorithms proportionally divide the number of reads aligning to multiple genes during FPKM calculation among those genes. In our study, unsuitable qRT–PCR assay design explains the remaining exceptions to the linear correlation between qRT–PCR and RNA-seq. After careful visual inspection of the aligned reads in IGV, we found that the assay designed for *Wisp1* was not specific to the splice variant expressed in the retina. Similarly, the assays designed for *Cadm3* and *Ubc* were specific to one of the two transcripts expressed in the retina. Hence, RNA-seq provides a better assessment of alternate isoforms, and transcript quantification is not limited by the design of qRT–PCR assays.

We took advantage of the RNA-seq data to inspect the expression of commonly used HKGs (see Table 5) for normalization in qRT–PCR assays. The choice generally depends on specific tissue and/or developmental time points being investigated. Our RNA-seq studies suggest that most of the HKGs can be used for normalization calculation in qRT–PCR assays; however, *Gapdh*, β-2 microglobulin (*B2m*), and *Ubc* do not appear to be good choices. 

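*B2m*, the light chain of MHC class I, had an FPKM of 10.8 ± 0.644 (SD, n = 3) in WT and 19.8 ± 6.77 (SD, n = 3) in *Nrl-/-* retina, where it ranged from 14.6 to 27.4. Its log2 fold change was 0.77 (adjusted p = 0.010 from limma), and 0.52 without *Nrl-/-* replicate 1, its highest library, which is under 1.5-fold. The glycolytic *Gapdh* fell by 0.58 on the log2 scale (adjusted p = 9.1e-04), under each setting run, though reads of its pseudogenes make its level uncertain. *Polr2a*, a subunit of RNA polymerase II, fell by 0.47 (adjusted p = 6.8e-04), and *Ywhaz*, *Nono* and *Hsp90ab1*, which encode a scaffold, an RNA-binding protein and a chaperone, were higher by 0.45, 0.42 and 0.41 on the deposited scale and by 0.28 to 0.36 under the scalings.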

Additional RNA-seq data would help in delineating relevant HKGs appropriate for qPCR validation in developing retina or cell types.

We compared two different strategies for analyzing WT and *Nrl^−/−^* RNA-seq data. The BWA workflow relies on fast and accurate gapped alignment of reads to the exonic regions of the genome. Since the gap between most adjacent exons is larger than a few bases, the cumulative gap extension penalty underestimates the quality of the alignment of reads spanning the splice junctions. Hence, the BWA workflow produced accurate quantitative estimation of gene and transcript isoform expression while losing valuable information about alternate splicing. The higher accuracy of quantitative gene expression estimates by the BWA workflow compared to those by TopHat is evident from the stronger correlation determined by linear regression analysis of the DETs. The regression line from BWA had a slope of −1.056 (compared to −0.905 for TopHat) and R^2^ of 0.8798 (compared to 0.7727 for TopHat).

The TopHat workflow maps the reads to exonic regions of the reference genome as well as across all known and putative splice junctions defined in the Ensembl GTF file. TopHat attempts to map reads across splice junctions defined in the Ensembl GTF file and across novel splice junctions detected during the first phase of alignment. Hence, the TopHat workflow maps significantly more reads starting with the same number of pass filter (PF) reads and detects additional transcript isoforms missed by the BWA workflow. The source of genomic annotations used by these methods is another important difference. UCSC refFlat annotation (used by the BWA workflow) for the mouse reference genome (build mm9) contained approximately 28,000 unique transcript isoforms, whereas the Ensembl GTF file (used by the TopHat workflow) for the same genome build listed three times more unique transcript isoforms. The problem is amplified because of the lack of one-to-one mapping for several transcripts defined in the UCSC refFlat file in Ensembl GTF. Hence, a non-trivial number of DETs detected by the BWA workflow could not be mapped to any DET from the TopHat workflow (see Figure 2, regions shaded in green).

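Of the authors' BWA genes, 587 were not in their TopHat list. For 72 of them (12.3%) no transcript with that symbol was in the TopHat mRNA table. The other 515 were measured by TopHat, and 508 of these had a fold change in the same direction, with 413 at 1.5-fold or more. Over the 1084 genes measured by TopHat whose highest BWA transcript changed by at least 1.5-fold at an adjusted p under 0.05 here, rod genes such as *Gnat1* and cone genes such as *Opn1sw* among them, 1073 (99.0%) had the same direction by both workflows. With the FPKM of a symbol's transcripts summed, Pearson's r between the log2 fold changes was 0.971 and Spearman's correlation 0.939, across genes, which are not independent replicates.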

The BWA workflow detects about 16,000 transcripts in the retina, with a minimum expression equivalent to one transcript per cell (i.e., 1 FPKM) [16]. When the criteria were relaxed to cover transcripts expressed at low levels (0.1 FPKM), 20,707 transcripts were detected in the retina. This is not surprising as the whole retina includes more than 50 distinct neuronal cell types, and each cell would achieve protein diversity largely by alternative promoter usage and/or alternative splicing [68]. The TopHat workflow yields thousands of known and putative transcript isoforms not previously described in the retina. However, validating these novel isoforms predicted from RNA-seq data remains a challenge.

Integrated analysis of RNA-seq data with miRNA-seq, transcription factor binding sites data (chromatin immunoprecipitation sequencing-Chip-Seq), genetic variations (expression Quantitative Trait Loci) [69], and methylation patterns would allow decoding of the complex regulatory networks associated with retinal development and function. Several technical improvements would however be necessary to overcome the bias introduced into the RNA-seq data due to GC content, mappability of reads, length of the gene, and regional differences due to local sequence structure [70]. RNA-seq methods are more likely to identify longer differentially expressed transcripts than shorter transcripts with the same effect size [71]. New statistical methods are being developed to correct for systematic biases inherent in NGS data [70-72]. In the coming years, we will witness an explosion in high throughput genomic methods that are expected to revolutionize biology and biomedical discovery.

How the deposited data were processed for this re-analysis (not part of the article)

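The authors' processed tables for the 6 P21 retina libraries, 3 of WT and 3 of *Nrl-/-* mice, were analysed here, and reads were not aligned again. The paper's methods give 70-nucleotide single reads from TruSeq libraries on a Genome Analyzer IIx, aligned by the authors with BWA and TopHat. FPKM values of transcript isoforms were estimated by the authors from the BWA and the TopHat alignments and normalized for transcript length and library size before they were deposited. The BWA tables, whose headers call the values FPKM, hold log2 values as deposited, namely log2(FPKM + 1) for each library, rounded by the authors to 2 decimals. The deposited BWA tables are already limited by the authors to transcripts with an FPKM of at least 1 in at least 1 library. In the TopHat tables each p-value is the authors' own, deposited with 1 pooled FPKM per genotype, and was used only to recount their calls. The paper's Table 3 gives total reads of 35872080 to 49076400 per library, and its sample numbers were taken as the replicate numbers.

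Log2 fold changes, standard errors and p-values came from limma 3.58.1 in R 4.3.3, with a linear model of genotype on the deposited log2(FPKM + 1), a prior variance with a trend on the mean, and Benjamini-Hochberg adjustment over the mRNA transcripts. The 1 added to the FPKM makes a log2 fold change smaller than that of the FPKM itself where a genotype lies near or below 1. ncRNA and pseudogene transcripts were tested in fits of their own. Gene lists were tested with camera from limma, on the transcript with the highest mean FPKM of each symbol. Odds ratios were tested with Fisher's exact test, and correlations with Ct values by permutation, at random for 12 genes and over every order for 6. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Gene positions are those of NCBIM37, and a position was found for 14842 of the mRNA, 600 of the ncRNA and 108 of the pseudogene transcripts.

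The lists covered rods, cones, photoreceptor transcription factors, the visual cycle, ribbon synapse, cilium, other retinal neurons, glia, vessels, pigment epithelium, lens, blood, immune response, stress, metabolism, signaling, cell cycle and death, matrix and polarity, and sex-linked transcripts. Of 37 such lists 36 had a measured gene and 7 passed, 4 higher and 3 lower in *Nrl-/-* retina, of which 1 passed with an estimated correlation. Genes are named if the paper names them, if they are among the 10 largest rises or 10 largest falls with every *Nrl-/-* library on one side of every WT library, or if they are among up to 4 called members of a list with the largest changes. In a list with none called, up to 3 members with the highest FPKM could be named. Also named are the 3 ncRNAs and 3 pseudogenes with the largest changes among those past the adjusted p and called genes within 10 Mb of *Nrl* with a fold change of at least 1.5. Values in the paper's tables had been seen when this rule was written. Named outside the rule are *Thrb*, the sex-linked *Xist*, *Kdm5d* and *Uty*, and the family examples *Slco4a1*, *Slc8a3*, *Slc1a7*, *Zfp36l2*, *Zfp472* and *Zfp608*.

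The alternatives were pseudocounts of 0.1 and 0.5, an FPKM of at least 1 in at least 3 libraries or of at least 5 in at least 1 library, an ordinary linear model, limma without a trend or with a robust prior, 4 scalings, a replicate block, leaving out each library, FPKM summed per gene symbol, and for lists camera with an estimated correlation and fry. The scalings were median-of-ratios, upper-quartile, quantile normalization and a scaling without the 25 highest transcripts. Residuals of WT and *Nrl-/-* libraries with the same replicate number had correlations of 0.0286, 0.0237 and 0.124, and the numbers were not taken as pairs. The limma fit was tested on simulated data of the same size, where it recovered 40 of 50 transcripts changed by 1.5-fold and all 50 at each of 2-, 4- and 8-fold, and called 13 of 14942 unchanged ones. Camera called 2 of 2 shifted and 0 of 20 unshifted simulated lists. The simulated errors were independent between transcripts, and the changed ones had a WT mean of at least 3 on the log2 scale. For the lists, no genes outside the shifted ones were changed. The simulation therefore does not show how camera behaves with correlated genes, or the fit and camera with as many changed genes as here. Data of the qRT-PCR assays other than the printed Ct values, and the reads themselves, were not used here. Results for some genes of the tables are not reported here.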

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

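The alternative settings for ncRNA and pseudogene tests were chosen after the result was seen. Transcripts of the ncRNA and pseudogene tables, which the paper counts but does not discuss, differed between genotypes. Of 746 ncRNA transcripts 69 were higher and 37 lower in *Nrl-/-* retina at an adjusted p under 0.05 from limma, against 38 and 50, 38 and 48, 53 and 38 and 34 and 43 under median-of-ratios, upper-quartile, quantile and without-the-25-highest scaling. Leaving out 1 library gave 39 and 22 (WT replicate 1), 51 and 31 (WT replicate 2), 44 and 30 (WT replicate 3), 28 and 23 (*Nrl-/-* replicate 1), 28 and 21 (*Nrl-/-* replicate 2) and 29 and 23 (*Nrl-/-* replicate 3). Of 126 pseudogene transcripts 17 were higher and 12 lower, against 16 and 18 under 3 of the scalings and 15 and 10 under quantile normalization.

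The opposite strand transcripts of *Vax2*, a homeobox gene of the ventral retina, had the largest ncRNA changes. *Vax2os2* (NR_002871) had an FPKM of 17.8 ± 1.56 (SD, n = 3) in WT and 0.446 ± 0.192 (SD, n = 3) in *Nrl-/-* retina, a log2 fold change of -3.71 (adjusted p = 1.8e-05). *Vax2os1* (NR_002873) was at 72.0 ± 6.44 and 5.01 ± 0.478, a log2 fold change of -3.60 (adjusted p = 9.2e-06). A noncoding transcript of *Polg2* (NR_027785), whose gene encodes the accessory subunit of the mitochondrial DNA polymerase, was at 8.28 ± 1.58 and 0.846 ± 0.277, a log2 fold change of -2.33 (adjusted p = 4.8e-04). Each was lower in 3 of 3 *Nrl-/-* libraries than in any WT library. Reads of *Vax2os1* and *Vax2os2* cannot be told from those of overlapping transcripts on the other strand.

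Among pseudogenes, *Gm7616* (NM_001101600) was at an FPKM of 15.8 ± 1.62 (SD, n = 3) in WT and listed at 0 in all 3 *Nrl-/-* libraries. Its fitted value of -4.07 on the scale of log2(FPKM + 1) (adjusted p = 1.1e-09) depends on the 1 added and is no fold change. It lies on the plus strand of chromosome 9 from 59799092 to 59806851, within the interval of *Nr2e3* on the minus strand from 59790578 to 59808466, so its reads and those of *Nr2e3* cannot be told apart. *Gm15348* (NR_033546) went from 0.831 ± 0.414 to 9.03 ± 0.106, a log2 fold change of 2.48 (adjusted p = 2.3e-06), and *Gm4792* (NR_033209) from 79.9 ± 8.49 to 248 ± 3.45, a log2 fold change of 1.63 (adjusted p = 8.4e-07), both higher in 3 of 3 *Nrl-/-* libraries than in any WT library. Reads shared between these pseudogenes and their parent genes were not tested, and no biological explanation was tested.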

How the results depend on the processing

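The alternatives for ncRNA and pseudogene transcripts were chosen after the result was seen. Over 290 results for named genes and 5447 alternative values, 5215 kept direction and side of the threshold, 162 lost a call, 18 gained one, 52 of genes near 0 moved in sign and 0 called ones reversed, with 41 of the lost calls under the ordinary linear model. Of 477 alternatives of 40 counts and tests, 412 stayed within 1.5 times the count or on the same side. For 684 adjusted p-values of lists, 604 stayed, 33 lost a call, 26 gained one and 19 moved, and fry turned the direction of 2, astrocytes (adjusted p = 0.0429) and thyroid hormone signaling (adjusted p = 0.0461). Of 1596 alternatives of 84 counts of higher or lower list members, 1386 stayed within 1.5 times the count and 210 moved. An FPKM of at least 5 in at least 1 library left fewer members to test, such as 2 of 18 microglia and macrophage genes (1 higher), 4 of 12 of MHC class I (3 higher), 5 of 21 of the interferon response (2 higher) and 6 of 18 of the cell cycle (2 higher, 2 lower). The replicate block ended the calls of *Klhl7* (adjusted p = 0.053), *Atp5b* (0.086) and *4930583H14Rik* (0.082), gave one to the interferon list (0.037), and changed no other call of a named gene or list. The number of lists past the threshold, 7, was 1 with an estimated correlation, 18 by fry, 4 with FPKM summed per gene symbol, and 4 (without WT replicate 1 or *Nrl-/-* replicate 3) to 9 (without WT replicate 3) by leave-one-out. mRNA transcripts higher at the adjusted p, 4047, were 2459 with median-of-ratios scaling, 2466 with upper-quartile scaling, 2451 with quantile normalization and 2563 with scaling without the 25 highest transcripts, and 3973 with the replicate block. The total at the adjusted p ran from 3906, without *Nrl-/-* replicate 1, to 5758 by leave-one-out, and that at the paper's thresholds from 1385 to 1485. ncRNA transcripts past the adjusted p were 47 (27 higher, 20 lower) with the replicate block. By leave-one-out they were 49, without *Nrl-/-* replicate 2, to 82, without WT replicate 2, with 28 to 51 higher and 21 to 31 lower. Higher ncRNAs were 38, 38 and 34 with median-of-ratios, upper-quartile and without-the-25-highest scaling, and lower ones 24 with an FPKM of at least 5 in at least 1 library. That filter left 14 pseudogene transcripts, 7 higher and 7 lower, with fewer tested, and the ordinary linear model 7 lower ones. Of the Table 10 genes of other studies the ordinary linear model called 3. Without the 6 genes the paper names as outliers, r with Ct was -0.955 in WT and -0.967 in *Nrl-/-* retina. The odds ratio near *Nrl* was 1.52, 1.52 and 1.50 with median-of-ratios, upper-quartile and without-the-25-highest scaling. In the gene families, higher Kelch-like genes were 5 with each of the 4 scalings and 6, without *Nrl-/-* replicate 1, to 11 by leave-one-out. Higher solute carrier genes were 34, 34, 35 and 35 with median-of-ratios, upper-quartile, quantile and without-the-25-highest scaling, and lower ones 20 with the ordinary linear model and 20, without *Nrl-/-* replicate 1, to 32 by leave-one-out. Higher zinc finger genes were 36 with an FPKM of at least 5, 36 with the ordinary linear model, 25, 25, 30 and 30 with the scalings in that order, and 30, without *Nrl-/-* replicate 2, to 60 by leave-one-out. Lower zinc finger genes were 22 with the ordinary linear model, 56, 56, 52 and 53 with the scalings and 19, without *Nrl-/-* replicate 1, to 41 by leave-one-out. Fewer libraries were tested by leave-one-out; otherwise the cause was not tested. Not run were the alternatives without a filter, since the tables start at an FPKM of 1, and the TopHat tables as an alternative, since they hold 1 pooled value per genotype. With no counts, depth limits cannot be computed, and values near 0 rest on few rounding steps.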

Differences from the paper's values

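The fold threshold of 0.58 below was chosen after the result was seen, and the other tests before the data were examined. FPKM values of the paper's Tables 5 to 9 match 2 to the power of the mean log2(FPKM + 1), those of the other studies' genes in Table 10 match the mean FPKM, and those of this report's genes in Table 10 match the mean FPKM plus 1, so comparisons were made on these scales. Fold changes below are signed, with a minus for lower in *Nrl-/-* retina. A fold change was counted as different if its sign differed or its log2 value lay more than the standard error away. *Txnip* and *Cox5b* below differed by sign alone. Their log2 fold changes, -0.06 (standard error 0.13) and -0.003 (standard error 0.07), were not told from 0 (adjusted p = 0.75 and 0.98 from limma). For *Txnip* the paper's Table 10 gives 1.04 and the value here was -1.04; of the alternatives set before the data were examined, the one without WT replicate 3 gave no difference and the other 17 did, while the FPKM in the same row of Table 10, 2.17 in WT and 2.01 in *Nrl-/-*, run in the direction of the value here. For *Cox5b* the paper's Table 10 gives 1.01 and the value here was -1.002; the alternatives without WT replicate 3, without *Nrl-/-* replicate 1 and without *Nrl-/-* replicate 3 gave no difference and the other 16 did, and the FPKM in that row, 18.31 and 18.24, also run in the direction of the value here. For *Glb1l2* the paper's text gives -14.02 and the value here was -16.1, with a difference in all 19 alternatives, while the paper's Table 8 matches the value here. For *Gapdh* the paper's text gives -1.37 for RNA-seq and the value here was -1.50. The paper's Table 5 lists -1.37 as the qRT-PCR value, and its RNA-seq value matches the one here, so the text and Table 5 give the 2 values in opposite order. Set against -1.37, the alternatives without WT replicate 1 and without *Nrl-/-* replicate 1 gave no difference and the other 17 did. For *Crxos1* the paper's text gives 4.1 and the value here was 2.68, with a difference in all 19 alternatives.

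At the paper's thresholds the paper counts 1,422 mRNA transcripts by BWA and limma gave 1414, with 37 of the paper's called items not called here and 29 called only here. A fold threshold of 0.58 on the log2 scale with the ordinary linear model, chosen after seeing the values, gave 1422 and dropped 3 of the paper's. The paper states larger totals for TopHat than the deposited tables hold, which are 32945 transcripts and 31115 mRNA transcripts, and its split of the TopHat list differs by 1 transcript from the deposited one, 1753 higher and 1505 lower. The paper says that Y-linked transcripts were filtered out, and 4 are in the deposited mRNA table. In the paper's table of the 25 highest *Nrl-/-* transcripts, 24 are among the 25 highest by mean FPKM here.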

Other observations

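The tests of the share of the 25 highest transcripts and of the summed FPKM of the others were chosen after the result was seen. Genes of energy metabolism went both ways. The largest change among called glycolysis genes was the rise of the glycogen phosphorylase gene *Pygm*, at 2.21 on the log2 scale. *Pfkfb2*, which encodes a regulator of glycolysis, had an FPKM of 75.5 ± 7.42 (SD, n = 3) in WT and 20.2 ± 0.809 (SD, n = 3) in *Nrl-/-* retina, and the hexokinase gene *Hk1* and the enolase gene *Eno1* fell by 0.64 and 0.65 on the log2 scale. Of 30 glycolysis genes 3 were higher and 7 lower, or 2 and 9 to 10 under the scalings, 2 and 12 without WT replicate 3, 5 and 7 with the replicate block and 6 and 8 with FPKM summed per gene symbol. The camera adjusted p was 0.041, over the settings 1.4e-04 to 0.13, and 0.91 with an estimated correlation. By fry the adjusted p of this list was 0.39. The camera value was not past the threshold under the scalings (0.051 to 0.072), without WT replicate 1 (0.13), WT replicate 2 (0.11) or *Nrl-/-* replicate 3 (0.061). *Cox8a*, a subunit of cytochrome c oxidase, went from 104 ± 7.99 to 194 ± 1.56. Of 54 oxidative phosphorylation genes 22 were higher and 2 lower, or 8 to 13 and 2 to 3 under the scalings (camera adjusted p = 0.047, over the settings 0.036 to 0.54, and 0.42 with an estimated correlation). By fry the adjusted p of this list was 3.0e-04. This list did not pass camera under the scalings (0.20 to 0.54), nor without WT replicate 1 (0.053), *Nrl-/-* replicate 2 (0.052) or *Nrl-/-* replicate 3 (0.088), and 14 were higher without *Nrl-/-* replicate 2 and 1 lower without WT replicate 2, WT replicate 3 or any 1 of the *Nrl-/-* replicates. In cholesterol synthesis 1 gene of 20 was higher, *Ebp* (0.49), and 8 were lower, with the reductase gene *Dhcr7* at -0.55 (camera adjusted p = 0.012, over the settings 0.0016 to 0.034, and 0.91 with an estimated correlation). By fry the adjusted p of this list was 0.16. The split was 2 higher and 6 lower without WT replicate 1, and 1 higher and 5 lower without WT replicate 3, 1 and 1 without *Nrl-/-* replicate 1 and with the ordinary linear model, and 1 and 3 without *Nrl-/-* replicate 2 or 3. Lipid synthesis genes were 9 higher and 6 lower of 27 (11 and 6 adjusted over the list alone, 6 and 6 under the scalings; camera adjusted p = 0.87), with *Elovl2*, an elongase of long fatty acids, at 2.14 and *Adipor1*, a receptor for adiponectin, at -1.37. Ribosomal protein genes were 4 higher and 5 lower of 73 (3 and 3 adjusted over the list alone, 3 and 10 to 12 under the scalings, 10 and 4 without WT replicate 3, 3 and 3 without *Nrl-/-* replicate 1, 5 and 3 without *Nrl-/-* replicate 2, 2 and 2 with the ordinary linear model), with *Rpl15* at 0.50 and *Rpl36* at -0.56 and an adjusted p of 0.15 from camera, 0.031 with quantile normalization and 0.28 at most. By fry the adjusted p was 3.0e-04 for the lipid synthesis list and 0.78 for the ribosomal protein list. Reads of processed pseudogenes can be shared with ribosomal protein genes, as with *Rps26* and *Rpl13a*, so the levels in the ribosomal list are uncertain.

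Other lists did not pass camera on the deposited scale. Of 17 thyroid hormone signaling genes 4 were higher and 3 lower, or 4 and 5 to 6 under the scalings (adjusted p = 0.84), with the retinoid receptor gene *Rxrg* at 2.52 and the coactivator gene *Ncoa2* at -0.58. Circadian and dopamine genes were 3 higher and 6 lower of 19 (4 and 6 adjusted over the list alone, 4 and 3 without WT replicate 1 or 3, 5 and 6 with the replicate block; adjusted p = 0.23), with the clock output gene *Tef* at 0.70 and the cyclase gene *Adcy1* at -1.32. Immediate early genes were 7 higher and 2 lower of 20 (7 and 1 without WT replicate 2 or 3 or *Nrl-/-* replicate 1 or 2; adjusted p = 0.63), with *Nr4a1* at 1.56 and *Btg2* at 0.85. Cell cycle genes were 3 higher and 5 lower of 18 (6 and 5 adjusted over the list alone, 5 and 5 without WT replicate 3, 2 and 3 without *Nrl-/-* replicate 1, 1 and 4 without *Nrl-/-* replicate 2, 5 and 4 without *Nrl-/-* replicate 3, 1 and 3 with the ordinary linear model; adjusted p = 0.42), with the cyclin gene *Ccna2* at -1.46. Among genes of tissues next to the retina, 2 of 17 pigment epithelium genes were lower (1 adjusted over the list alone, 1 without WT replicate 2, *Nrl-/-* replicate 2 or *Nrl-/-* replicate 3, and 1 higher without WT replicate 1, WT replicate 2 or *Nrl-/-* replicate 3 and with pseudocounts of 0.1 and 0.5), with *Krt18* at -0.55, and the list had an adjusted p of 0.63, 0.043 without WT replicate 3 and 0.99 at most. With the replicate block 4 of the 17 were higher and 2 lower, with FPKM summed per gene symbol 2 and 2, and with the filters 2 and 2 of 15 (FPKM of at least 1 in at least 3 libraries) and 2 and 1 of 10 (at least 5 in at least 1 library). Lens genes were 2 higher and 1 lower of 3 (adjusted p = 0.81), with the crystallin genes *Cryaa* at -1.14 and *Cryab* at 0.44, and erythrocyte genes 1 higher and 0 lower of 8, or 1 and 1 under the scalings and without WT replicate 1 and 2 and 1 with the replicate block (adjusted p = 0.85), the higher one *Bpgm* (0.35). Of 7 measured sex-linked mRNAs 0 were called by limma, and 0 had an unadjusted p under 0.05 (camera adjusted p = 0.87), while 3 were called higher without WT replicate 2 and 1 with the replicate block. In WT replicate 2, log2(FPKM + 1) was 0.09 for *Ddx3y*, 0.03 for *Eif2s3y*, 0.02 for *Kdm5d* and 0.01 for *Uty*, against 2.58 to 5.34 in the other 5 libraries, and *Xist* (NR_001463) was at 7.55 there and at 0.07 or less in the others. X-linked and Y-linked genes were kept in the tests. By fry the adjusted p was 0.026 for immediate early, 0.043 for cell cycle and 0.046 for thyroid hormone signaling genes. It was 0.050 for sex-linked, 0.078 for lens, 0.42 for erythrocyte, 0.47 for circadian and dopamine and 0.94 for pigment epithelium genes.

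The median log2 fold change of all mRNA transcripts was 0.0833, above 0, and lay between 0.0767 and 0.09 when 1 library was left out. A candidate explanation is that rod transcripts take a large share of the FPKM in WT retina, and that their loss raises every other FPKM. The 25 transcripts with the highest mean over all libraries held 12.3% of the summed FPKM in WT and 7.10% in *Nrl-/-* libraries. The shares left to the other transcripts, 87.7% and 92.9%, give a computed shift of 0.0836, within the range of the observed median. The totals of the libraries also differ, and the summed FPKM of the other transcripts, not divided by the total, was higher in *Nrl-/-* libraries by 0.100 on the log2 scale, above that range. The 2 computed values lie on different sides of the limit. They are also shifts of FPKM, while the median is of log2(FPKM + 1), where the 1 added makes a shift smaller. The comparison with the range therefore cannot decide, and the explanation stays open. With scaling without the 25 highest transcripts the median was 0.0016. The biological share of each cell type was not measured.

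Because the targeted *Nrl* gene may carry sequence of the donor strain around it, genes within 10 Mb of it were compared with genes elsewhere. Of these, 62 of 144 (43.1%) were past the adjusted p, against 4540 of 11768 (38.6%), an odds ratio of 1.20 (95% confidence interval 0.85 to 1.70, Fisher's exact p = 0.30). The odds ratio was 1.52 with median-of-ratios scaling (Fisher's exact p = 0.016), 1.52 with upper-quartile scaling (0.016), 1.50 without the 25 highest transcripts (0.020) and 1.38 with quantile normalization (0.073), and 1.13 to 1.35 by leave-one-out. It was 1.33 within 5 Mb and 1.28 within 20 Mb. An interval that holds 1 had been set as the mark against this explanation, which was too loose, since the interval also reaches 1.70 and 3 scalings pass the threshold; donor sequence and effects of *Nrl* loss cannot be told apart for these genes. The 18 called genes in this window with a fold change of at least 1.5 include *Klhl33*, *Otx2*, *Ebpl*, which encodes a sterol isomerase-like protein (-2.93), and *Pnp*, a phosphorylase of purines (2.10).

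The 6 libraries can be split into 3 and 3 in 10 ways, which are too few for a share under 0.05. At an adjusted p under 0.05 the real split gave 5569 mRNA transcripts and the highest other split 0, so 1 of 10 splits reached the real count. At the paper's thresholds, with an unadjusted p, the real split gave 1414 and the highest other split 11, again 1 of 10.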
